# A High-Phosphorus Diet Moderately Alters the Lipidome and Transcriptome in the Skeletal Muscle of Adult Mice

**DOI:** 10.3390/nu15173734

**Published:** 2023-08-25

**Authors:** Sarah M. Grundmann, Kerstin Ress, Lea Zimmermann, Marcus Höring, Gerhard Liebisch, Erika Most, Robert Ringseis, Klaus Eder

**Keywords:** high phosphorus, skeletal muscle, lipidome, transcriptome, β-oxidation, mice

## Abstract

A high phosphorus intake has been associated with various metabolic disorders, including chronic kidney disease, cardiovascular disease, and osteoporosis. Recent studies have demonstrated the effects of dietary phosphorus on lipid and glucose metabolism. This study investigated the impact of a high-phosphorus diet on mouse skeletal muscle lipid composition and gene transcription. Adult male mice (*n* = 12/group) received either a diet with an adequate (0.3%) or a high (1.2%) phosphorus concentration for 6 weeks. The lipidome analysis showed that among the 17 analyzed lipid classes, the concentrations of three classes were reduced in the high phosphorus group compared to the adequate phosphorus group. These classes were phosphatidylethanolamine (PE), phosphatidylglycerol (PG), and lysophosphatidylcholine (LPC) (*p* < 0.05). Out of the three hundred and twenty-three individual lipid species analyzed, forty-nine showed reduced concentrations, while three showed increased concentrations in the high phosphorus group compared to the adequate phosphorus group. The muscle transcriptome analysis identified 142 up- and 222 down-regulated transcripts in the high phosphorus group compared to the adequate phosphorus group. Gene set enrichment analysis identified that genes that were up-regulated in the high phosphorus group were linked to the gene ontology terms “mitochondria” and “Notch signaling pathway”, whereas genes that were down-regulated were linked to the “PI3K-AKT pathway”. Overall, the effects of the high-phosphorus diet on the muscle lipidome and transcriptome were relatively modest, but consistently indicated an impact on lipid metabolism.

## 1. Introduction

It has been estimated that the daily phosphorus intake across Western industrialized nations is two to three times [1,2,3] higher than the recommended amounts of 700 mg/day for adults [4,5,6,7]. Phosphorus is generally present as phosphate in inorganic and organic compounds. Phosphates are commonly used as additives in processed foods [8], for example as preservatives, acidifiers, acidity regulators, release agents, and emulsifiers. It is estimated that between 40% and 70% of the top-selling foods and beverages, including cola drinks, frozen foods, dry mixes, packaged meat, breads, and baked goods, contain phosphorus additives [9]. Animal products, such as milk and milk products (21.0%) and meat and meat products (25.2%), are the main sources of dietary phosphorus intake, but it can also be present in cereal products (29.3%) [10].

Phosphorus is an essential mineral in nutrition and an essential component of the bone matrix, cell membranes, DNA, and RNA, as well as energy-transferring molecules, like ATP. Phosphorus plays a key role in bone metabolism, and an excess intake of phosphorus can lead to abnormal bone mineralization and decreased bone density [6]. However, studies of the last decades have shown that a dietary phosphorus intake has far more influences on the metabolism than the well-known effects on the skeleton. A high intake of phosphorus has been linked to a range of metabolic disorders, including chronic kidney disease, cardiovascular disease, and osteoporosis [11,12,13]. In addition, a high phosphorus intake can also disrupt calcium metabolism, which can contribute to the development of cardiovascular disease and other health problems [14].

Recent studies have demonstrated the effects of dietary phosphorus on lipid and glucose metabolism [15,16,17]. Rats fed a high-phosphorus diet had lower body weights, lower amounts of visceral fat, lower levels of plasma insulin and non-esterified fatty acids, and a lower respiratory exchange ratio. Additionally, the high-phosphorus diet suppressed the transcription of lipogenic genes (e.g., *Srebf1*, *Fas*, and *Acaca*) in the liver. The high-phosphorus diet also resulted in an increase in the gene transcription of uncoupling protein 1 and peroxisome proliferator-activated receptor-γ coactivator-1α (*Ppargc1a*) in brown adipose tissue [18]. Transcriptome analysis of the liver of rats fed a high-phosphorus diet showed that the high level of phosphorus led to a down-regulation of genes involved in hepatic amino acid catabolism and lipogenesis, while genes related to the β-oxidation of fatty acids were up-regulated. Ingenuity pathway analysis suggested that PPARα was activated in the livers of rats that were fed a high-phosphorus diet. Moreover, the serum concentration of fibroblast growth factor 21 (FGF21), which promotes fatty acid utilization in adipose tissue as a PPARα target gene, was higher in rats that were fed the high-phosphorus diet than in those that were fed the control diet [16]. The association between phosphorus and glucose is believed to be mediated by insulin [19], as a result of its capacity to stimulate both phosphorus uptake by the muscles [20] and phosphorylation of many compounds, thereby creating a competition [21] among these compounds for phosphorus.

Lipids have a variety of functions in the organism, including their contribution to the structural integrity of cell membranes, insulation and protection of vital organs, hormone synthesis, and vitamin absorption and transport, but they also serve as an energy source. The process of lipid metabolism involves the breakdown of triacylglycerols, which are stored in adipose tissue, into glycerol and fatty acids. Glycerol can be converted into glucose via gluconeogenesis, while fatty acids are transported to the mitochondria where they undergo β-oxidation to produce acetyl-CoA. These processes result in the production of ATP, which provides energy for energy-consuming reactions. Studies have suggested that dietary phosphorus can affect the rate of ATP production [22,23,24]. Additionally, dietary phosphorus significantly affects the activity of several enzymes involved in energy metabolism, including pyruvate kinase and phosphoenolpyruvate carboxykinase [25]. Furthermore, the availability of dietary phosphorus affects the activity of hormones involved in energy metabolism, such as insulin and glucagon [26].

Influences of a high-phosphorus diet on lipid and energy metabolism can, in turn, be relevant for skeletal muscle, as this tissue represents one of the primary energy consumers of the body. During endurance exercise, when glycogen reverses are depleted, fatty acids become an essential source of energy for muscle tissue. Despite the potential connection between a high intake of phosphorus and muscle metabolism, few studies have examined the influence of a high-phosphorus diet on skeletal muscle metabolism. Peri-Okonny et al. [27] conducted a study on the effects of a high-phosphorus diet in mice. In this study, the high phosphorus group showed exercise intolerance and impaired fatty acid metabolism compared to the control mice. Specifically, the high phosphorus group had a lower exercise capacity, reduced oxygen consumption, and decreased fatty acid oxidation during exercise. The authors suggested that these effects may be due to alterations in mitochondrial function and impaired oxygen delivery to muscles in mice that were fed the high-phosphorus diet. Further studies have shown effects of a high-phosphorus diet on muscle gene transcription and composition [17,27]. These effects included the down-regulation of genes involved in fatty acid release and oxidation, including *Fabp4*, *Hsl*, *Fasn*, and *Pparg* [27]. Furthermore, the high-phosphorus diet has been associated with increased activation of the mammalian target of rapamycin (mTOR) pathway and extracellular-signal regulated kinases (Erks) in the muscles of aged mice, as observed in the study conducted by Ugrica et al. [17]. mTOR plays a crucial role in regulating protein synthesis, a process vital for cell growth and maintenance, whereas Erk signaling is associated with fiber-type switching in the muscle.

Overall, these findings suggested that a high-phosphorus diet has significant effects on skeletal muscle metabolism, particularly impacting concentrations of lipids and genes involved in fatty acid metabolism and signaling pathways related to muscle growth and protein synthesis. However, due to the limited number of studies and scarcity of data on this topic, further investigations are needed. This study investigated the hypothesis that a high-phosphorus diet alters skeletal muscle lipid composition and gene transcription, potentially affecting skeletal muscle metabolism and fiber type transformation. To this end, explorative lipidome and transcriptome analyses were performed in the skeletal muscle of adult mice that were fed an adequate or high-phosphorus diet for a period of 6 weeks.

## 2. Materials and Methods

### 2.1. Animals and Diets

The animal experiment was carried out according to the German animal welfare law and was declared to the Animal Welfare Officer of the university (Registration No.: M_721, approval date: 6 August 2019). The animal husbandry facility was licensed by the local authorities (Az: FD 62 §11 JLU Stoffwl). The methods used for the humane euthanasia of the animals were in accordance with the recommendations of the AVMA guidelines for the euthanasia of animals.

The experiment included 24 male, 19-week-old C57BL/6J mice purchased from Charles River (Sulzfeld, Germany). Animals were maintained in groups of two under controlled conditions (12 h light: 12 h dark, 22 ± 1 °C ambient temperature, and 50–60% relative humidity). After an adjustment period of one week, mice were randomly assigned to two groups (adequate phosphorus (P_0.3_) and high phosphorus (P_1.2_)) of 12 mice each. The two groups received semi-synthetic diets (Table 1), which met the requirements of mice according to the National Research Council (NRC), for a period of 6 weeks [6]. The diet of the adequate phosphorus group contained 3 g of phosphorus per kg (0.3%; P_0.3_); the diet of the high phosphorus group contained 12 g of phosphorus per kg (1.2%; P_1.2_). The concentration in the high phosphorus group was three times the recommendation for mice. This concentration was chosen based on findings from other studies with mice and rats, which demonstrated significant effects on lipid metabolism in the liver [16] and muscle [27] at this particular phosphorus concentration. The source of phosphorus in both diets was potassium dihydrogen phosphate (KH_2_PO_4_). The diet with adequate phosphorus concentrations contained potassium bicarbonate (KHCO_3_) to achieve equal concentrations of potassium in both diets.

The adequate- and high-phosphorus diets contained 16.6 MJ and 16.5 MJ gross energy/kg DM, respectively, and the analyzed phosphorus concentrations of the two diets were 2.89 and 11.9 g/kg DM, respectively. All diets were fed for 6 weeks. The mice had free access to diet and water. Diet intake and body weight were measured weekly.

### 2.2. Sample Collection

Mice were decapitated under CO_2_ anesthesia. Blood was collected in heparin-coated tubes. After centrifugation (10,000× *g*, 10 min) at 4 °C, plasma was collected. Livers, hearts, and kidneys were removed, washed in ice-cold NaCl solution (0.9%), dried, weighed, and several small aliquots were collected and frozen in liquid nitrogen. In addition, several muscles (*musculus rectus femoris*, *musculus gastrocnemius*, and *musculus soleus*) were collected, weighed, and frozen. All samples were stored at −80 °C until analysis.

### 2.3. Determination of the Apparent Total Tract Digestibility of Nutrients and Energy

Apparent total tract digestibility (ATTDs) of nutrients (calcium, phosphorus, crude fat, and crude ash) and energy were determined using the indicator method. After fecal samples were collected form each cage, they were freeze dried and ground using a centrifugal mill (Retsch, Haan, Germany). In these fecal samples, the concentration of the indigestible indicator titanium dioxide (TiO_2_) was determined according to the slightly modified method of Brandt and Allam [28]. Fecal concentrations of crude fat, crude ash, and energy were determined according to the official VDLUFA methods (VDLUFA 2007). Based on the concentrations of the indicator, nutrients, and energy in the diet and feces, respectively, the ATTDs of the nutrients and energy were calculated, according to Hafez et al. [29], with Formula (1).

(1) $$ATTD\left(\%\right)=100-\left[\left(\frac{{TiO}_{2_{Diet}}}{{TiO}_{2_{Feces}}}\right)\cdot \left(\frac{{Nutrient}_{Feces}}{N{utrient}_{Diet}}\right)\cdot 100\right]$$

### 2.4. Determination of the Plasma Concentrations of Calcium and Inorganic Phosphate

The plasma concentrations of calcium and inorganic phosphate were measured spectrophotometrically according to the manufacturer’s instructions (Fluitest^®^ CA and Fluitest^®^ PHOS, Analyticon Biotechnologies AG, Lichtenfels, Germany).

### 2.5. Determination of the Concentrations of the Major Lipid Classes and Individual Phospholipid Species by Means of Lipidomics

Lipidomics analysis was employed to analyze the composition of lipids in the muscle tissue. The analysis was performed according to the methods already described [30,31]. In brief, the lipids of 2 mg muscle homogenates were extracted using the Bligh and Dyer method [32]. For this process, internal standards were added (PC 14:0/14:0, PC 22:0/22:0, PE 14:0/14:0, PE 20:0/20:0 (di-phytanoyl), PS 14:0/14:0, PS 20:0/20:0 (di-phytanoyl), PI 17:0/17:0, LPC 13:0, LPC 19:0, LPE 13:0, Cer d18:1/14:0, Cer 17:0, D7-FC, CE 17:0, and CE 22:0). The chloroform phase was collected, vacuum dried, and the residues were dissolved in either 10 mmol/L ammonium acetate in methanol/chloroform (3:1, *v*/*v*; for low-resolution tandem mass spectrometry) or in chloroform/methanol/2-propanol containing 7.5 mmol/L ammonium formate (1:2:4 *v*/*v*/*v*; for high-resolution mass spectrometry).

The extracts were subjected to direct flow injection (FIA) analysis using either a triple quadrupole mass spectrometer (FIA-MS/MS; QQQ triple quadrupole) or a hybrid quadrupole orbitrap mass spectrometer (FIA-FTMS; high mass resolution). FIA-MS/MS (QQQ) was performed in positive ion mode, as previously described [33,34]. For LPC, a fragment ion of *m/z* 184 was used [35]. For PE, LPE, PS, PG, and PI, the following neutral losses were used: 141, 141, 185, 189, and 277, respectively [36]. PE P were analyzed according to the principles described by Zemski Berry et al. [37]. With a fragment ion of *m/z* 264, sphingosine-based Cer 18:1; O2 and HexCer 18:1; O2 were analyzed [38]. Lipid species were annotated according to Liebisch et al. [39]. For these data, the annotation of glycerophospholipid species was based on the assumption that only even-numbered carbon chains were present.

The Fourier transform mass spectrometry (FIA-FTMS) setup was described previously [40]. TG and CE were acquired in positive ion mode FTMS in the *m/z* range 500–1000 for 1 min with a maximum injection time (IT) of 200 msec, an automatic gain control (AGC) of 1 × 106, three microscans, and a target resolution of 140,000 (at 200 *m/z*). PC and PC O were measured in negative ion mode in the *m/z* range of 520–960. For FC, multiplexed acquisition (MSX) was used, as previously described [40]. ALEX software 2017 was used for data processing [41]. The extracted data were exported to and further processed using Microsoft Excel 2010 with self-programmed macros. Due to the moderate effect of the high-phosphorus diet on the muscle lipidome, application of the false discovery rate (FDR)-adjusted *p*-value threshold of <0.05 did not reveal statistically significant lipid species. Therefore, lipid classes and individual lipid species, as well as the relative distribution of lipid species within their lipid class, were considered as significantly different if the statistical analysis resulted in a raw *p*-value of <0.05.

### 2.6. Extratction of Total RNA

Frozen muscle aliquots (40–50 mg) were used to extract total RNA using TRIzol reagent (Invitrogen, Karlsruhe, Germany), following the manufacturer’s instructions. The RNA samples’ quantity and quality were assessed using an Infinite 200 M microplate reader with a NanoQuant plate (both from Tecan, Mainz, Germany). The average A260/A280 ratio of all total RNA samples was 1.90 ± 0.04 (*n* = 24).

### 2.7. Microarray and Bioinformatic Analysis

Six randomly selected samples of total muscle RNA from each group were used for microarray analysis. The RNA quality was assessed based on A260:A280 ratios and RNA integrity number (RIN) values, which were 1.84 ± 0.07 (mean ± standard deviation) and 7.48 ± 0.31, respectively, following the method described by Gessner et al. [42]. The RNA samples were processed at the Genomics Core Facility, “KFB—Kompetenzzentrum für Fluoreszente Bioanalytik” (Regensburg, Germany); according to the manufacturer’s protocol (Applied Biosystems GeneChip Whole Transcript (WT) PLUS Reagent Kit User Guide, Thermo Fisher Scientific, Waltham, MA, USA). Briefly, total RNA (200 ng) was used to generate double-stranded cDNA. The cRNA (12 µg) was purified and reverse-transcribed into single-stranded (ss) cDNA, incorporating unnatural dUTP residues.

To prepare for hybridization, the purified ss cDNA was fragmented using a combination of uracil DNA glycosylase (UDG) and apurinic/apyrimidinic endonuclease 1 (APE 1), and then labeled with biotin. The processed ss cDNA (3.8 µg) was hybridized to the gene chip (GeneChip Clariom S mouse arrays, Applied Biosystems, Thermo Fisher Scientific) for 16 h at 45 °C and 60 rpm in a hybridization oven (GeneChip hybridization oven 640, Applied Biosystems). The hybridized arrays were washed and stained (GeneChip Fluidics Station FS450, Applied Biosystems), and fluorescence signals were measured (GeneChip Scanner 3000 7G system, Applied Biosystems) using the GeneChip Command Console v4.3.3 software (Applied Biosystems) to control the fluidics and scanning functions.

The GCCN-SST-RMA algorithm (GeneChip Expression Console v1.4 software, Applied Biosystems) was used to calculate summarized probe set signals under a log_2_ scale. Average signal values, comparative fold changes (FCs), and significant *p*-values were calculated using Microsoft Excel. MIAME-compatible microarray data were deposited into the NCBI public repository Gene Expression Omnibus ([43]; GEO accession number GSE 236311).

Similar to the lipidome data, feeding a high-phosphorus diet compared to the adequate phosphorus resulted in only modest changes in the transcriptome. Consequently, applying the FDR *p*-value threshold of <0.05 led to the identification of a limited count of significantly changed transcripts. 

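Among all 22206 transcripts, limma gave its lowest p to Lipi, then to Gm21907, a predicted gene, and to the sugar transporter gene Slc2a12. The signal of Gm21907 was 5.38 ± 0.29 (SD, n = 6 arrays) on the log2 scale in the P0.3 group and 4.77 ± 0.08 (SD, n = 6) in the P1.2 group, a log2 fold change of -0.61 (standard error 0.14). All 6 P1.2 arrays lay below all 6 P0.3 arrays for this transcript (two-sided exact permutation test, p = 0.0022, the smallest p that 6 arrays against 6 allow). Groups without overlap were found for 34 transcripts, where chance gives 48. The mean signals of Lipi and Gm21907 lay below 6.11, the level under which 95% of the olfactory and vomeronasal receptor transcripts lie. With limma, 0 of the 22206 transcripts had an adjusted p under 0.05, the lowest adjusted p was 0.9999, and 722 transcripts had an unadjusted p under 0.05 where chance gives 1110. With the methods' test and with one for unequal variances, the count at an adjusted p under 0.05 was also 0, and 810 and 736 transcripts had an unadjusted p under 0.05. In arrays simulated with the means and spreads of these 12, limma called 50 of 50 transcripts changed 4-fold, 36 of 50 changed 2-fold and 0 of 50 changed 1.3-fold at an adjusted p under 0.05. The simulated noise was independent between transcripts, unlike the real signals, and these transcripts were all changed at once. The counts are thus not the power of the real design.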

Unfortunately, this count proved to be insufficient for conducting a gene set enrichment analysis (GSEA). As an alternative approach, raw *p*-values were adopted using a significance threshold of 0.05 to address this limitation. Therefore, transcripts with an FC > 1.3 and a Student’s *t*-test raw *p*-value < 0.05 were defined as up-regulated, while those with an FC < −1.3 and a Student’s *t*-test raw *p*-value < 0.05 were defined as down-regulated. Similar filtering criteria have been employed in recent studies [44,45,46] where the transcriptomic changes caused by the intervention were also moderate. Consequently, the differentially expressed transcripts were subjected to GSEA to identify enriched gene ontology (GO) terms using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) 6.8 [47,48]. GO terms with *p* < 0.05 were considered enriched. Separate GSEA analyses were conducted for the transcripts that were up-regulated and those that were down-regulated.

### 2.8. qPCR Analysis to Validate Microarray Data and Assess mRNA Abundance

For the validation of microarray data and the assessment of the mRNA abundance of genes related to myosin heavy chain isoforms and energy metabolism, qPCR analysis was performed. A total of twelve differentially expressed transcripts were selected for the microarray validation. In general, total RNA samples of each mouse (*n* = 12/group) were utilized for the qPCR analysis. The cDNA was synthesized following a recently described protocol [47]. The qPCR analysis was performed using gene-specific primer pairs obtained from Eurofins MWG Operon (Ebersberg, Germany), as previously described [47]. The primers were designed using the Basic Local Alignment Search Tool (BLAST) and Primer3. The detailed primer properties can be found in the Supplementary Materials (Table S1). For data normalization, the method described by Vandesompele et al. [48] was applied using the three most stable reference genes (actin, beta, *Actb*; beta-2 microglobulin, *B2m*; and peptidylprolyl isomerase A, *Ppia*) out of the five potential reference genes tested.

### 2.9. Western Blot Analysis

Western blot analysis was performed following the protocol described by Zeitz et al. [49]. In summary, frozen muscle tissue (30 mg) was homogenized in RIPA buffer containing protease and phosphatase inhibitor solutions. After centrifugation, the supernatants were stored at −20 °C. Concentrations of proteins were determined using the BC assay method (UP40840A, Interchim, Montlucon, France).

For separation via SDS-PAGE, 30 µg of proteins were loaded onto the SDS gel using 4% separation gel and 10% running gel. A molecular weight marker (10–170 kD, PageRuler prestained protein ladder; Thermo Scientific, Dreieich, Germany) was included in each gel. The proteins were then electro-transferred for 1.5 h at 100 V and 300 mA onto a nitrocellulose membrane (Pall, Pensacola, FL, USA) using a blotting buffer with 5% methanol. Following Ponceau S (Carl Roth, Karlsruhe, Germany) staining to verify equal loading, the membranes were blocked using 5% skimmed milk powder (for protein kinase B (AKT), phosphorylated AKT (pAKT), and vinculin) or 5% BSA (for forkhead box O1 (FoxO1) and phosphorylated FoxO1 (pFoxO1)) in TBST.

The following primary antibodies were used for the detection of AKT, pAKT, FoxO1, and pFoxO1: Akt (pan) (11E7) Rabbit mAb #4685 from Cell Signaling Technology Europe B.V. (CST), Frankfurt, Germany; Phospho-Akt (Ser473) (D9E) XP^®^ Rabbit mAb #4060 from CST; FoxO1 (L27) Antibody #9454 from CST; Phospho-FoxO1 (Ser256) Antibody #9461 from CST; and Vinculin Recombinant Rabbit Monoclonal Antibody (42H89L44) from Invitrogen. Primary antibodies were diluted 1:1000 in the blocking buffer and the membranes were incubated with the primary antibody solution overnight at 4 °C (for pAKT, FoxO1, pFoxO1, and vinculin) or for 2 h at 20 °C (for AKT). After washing, a horseradish peroxidase-conjugated secondary polyclonal goat anti-rabbit IgG antibody (A0545, Sigma Aldrich, Taufkirchen, Germany) was added to the membranes and incubated for 1.5 h at room temperature, diluted at a ratio of 1:10,000 in TBST. After washing, the blots were developed using the ECL Select™ western blotting detection reagent (GE Healthcare, Munich, Germany) for 5 min at room temperature. The intensities of the specific bands were detected using a Bio-Imaging system (G:BOX, Syngene, Cambridge, UK) and quantified using Syngene GeneTools 4.3.1 software. Unfortunately, the presence of unspecified binding in the antibodies for AKT, pAKT, FoxO1, and pFoxO1 resulted in the appearance of double bands upon detection. This occurrence prompted us to assign the upper band to phosphorylated proteins, as phosphorylation often brings about a subtle augmentation in protein mass. Correspondingly, we allocated the lower band to non-phosphorylated proteins. This procedure has already been described in the literature [50].

### 2.10. Principal Component Analysis of the Lipidome Data

Data preparation and principal component analysis (PCA) of the muscle lipidome data were performed using the MetaboAnalystR 3.2 package for R version 4.2.1 [51]. For PCA, the relative metabolite composition of each individual lipid species within their different lipid classes was used. Prior to the PCA, variables with missing values were either excluded from the analyses (if more than 50% of the samples were missing) or replaced by LoDs (1/5 of the minimum positive value of each variable). After normalization through log transformation and autoscaling, the remaining values were used for the PCA.

### 2.11. Statistical Analysis

Statistical analyses were performed using SPSS 27 software (IBM, Armonk, NY, USA). The cage served as the experimental unit for feed and energy intake, all ATTD parameters, and the individual animal for all other data. The Shapiro–Wilk test was used to test all parameters for normal distribution and Levene’s test was used to test for homoscedasticity. Logarithmic transformed data were used for statistical analysis when normal distribution was only observed after being logarithmized. Differences between groups were assessed using different statistical tests based on the characteristics of the data. If the data met the criteria for normal distribution and had homogeneous variances, the Student’s *t*-test was used. If the variances were found to be heterogeneous, the Welch’s *t*-test was applied. In cases where the data did not follow a normal distribution, the Mann–Whitney U test was used. For all statistical tests, a *p*-value less than 0.05 was considered to be statistically significant.

## 3. Results

### 3.1. Growth Performance and Organ Weights

Differences in body weight between the two groups were observed from the 5th week of feeding, with P_1.2_ mice having a significantly lower body weight than the P_0.3_ mice (*p* < 0.05, Table 2). Feed and gross energy intakes showed no significant differences between the two groups (*p >* 0.05, Table 2). Tibial length, as a marker of body size, was not significantly different between the two groups of mice (*p >* 0.05, Table 2). No differences were found in organ weights of the heart, kidneys, *M. soleus*, *M. gastrocnemius,* or *M. rectus femoris* (*p >* 0.05, Table 2) between the two groups. Liver weights were significantly lower in the P_1.2_ group compared to the P_0.3_ group (*p* < 0.05, Table 2).

### 3.2. Apparent Total Tract Digestibility of Phosphorus, Calcium, Crude Ash, Crude Lipids, and Gross Energy

The ATTD of phosphorus was 1.8 times higher in the P_1.2_ group than in the P_0.3_ group (*p* < 0.05, Table 3). The ATTD of crude lipids was also higher in the P_1.2_ group than in the P_0.3_ group (*p* < 0.05, Table 3). The ATTD of crude ash and gross energy were slightly lower in the P_1.2_ group than in the P_0.3_ group (*p* < 0.05, Table 3), while the ATTD of calcium did not significantly differ between the two groups.

### 3.3. Plasma Concentrations of Calcium and Inorganic Phosphate

In order to characterize the mineral status of the mice, serum concentrations of calcium and inorganic phosphate were analyzed. P_1.2_ mice had significantly lower plasma concentrations of calcium than P_0.3_ mice (*p* < 0.05, Table 4). Plasma phosphorus concentrations were not found to be significantly different between the two groups (*p* > 0.05, Table 4).

### 3.4. Effect of a High-Phosphorus Diet on the Muscle Lipidome

Lipidomic analysis of *M. gastrocnemius* was performed. A total of 323 molecules from 17 lipid classes were characterized. The concentrations of phosphatidylethanolamine (PE), phosphatidylglycerol (PG), and lysophosphatidylcholine (LPC) were all lower in the P_1.2_ group compared to the P_0.3_ group (*p* < 0.05, Table 5), while the remaining lipid classes including, triacylglycerol and free cholesterol, were unchanged between the two groups. Out of the 323 individual lipid species analyzed, the concentration of 52 individual lipid species were significantly influenced in response to the phosphorus concentrations in the diet (Table S2). Fifty percent of the regulated species were minor species with concentrations below a 0.01 nmol/mg wet weight. With the exception of three individual lipid species, all other species affected showed lower concentrations in the P_1.2_ group than in the P_0.3_ group. Out of the 24 PE species analyzed, 12 showed reduced concentrations in the P_1.2_ group compared to the P_0.3_ group (*p* < 0.05, Figure 1A). Similarly, out of the 15 PG species analyzed, three showed lower concentrations in the P_1.2_ group than in the P_0.3_ group (*p* < 0.05, Figure 1B). For the 16 LPC species that were analyzed, 10 displayed reduced concentrations in the P_1.2_ group compared to the P_0.3_ group (*p* < 0.05, Figure 1C). The lipid composition, expressed as the percentages of individual lipids related to total lipids, was not significantly different between the two groups (*p* > 0.05, Table 5).

To identify any patterns or relationships among the measured variables, a principal component analysis (PCA) was carried out. The PCA plot illustrates the distribution of the 24 mice in our dataset based on two principal components that together explained 42.2% of the variance of the dataset. The scores plot displayed no clustering, indicating that there was no clear separation of the samples based on the measured variables (Figure 2A). In accordance, the loading plot (Figure 2B) showed the contribution of each lipid species to the principal component and confirmed that no specific lipid species was a main driver of separation.

### 3.5. Transcripts in the Muscle Regulated through the High-Phosphorus Diet

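RNA from the M. gastrocnemius of 6 mice of the P0.3 group and 6 mice of the P1.2 group was measured on Clariom S mouse arrays, with 1 array per mouse, after 6 weeks on diets with 0.3% or 1.2% phosphorus. The study held 12 mice per diet, and the arrays cover 6 of each. The deposited values are the authors' GCCN-SST-RMA signals on a log2 scale for 22206 transcripts, and they were used here without further normalization. The signals ran from 2.52 to 19.93, and 9 transcripts, among them Myh4, Acta1 and Atp2a1, stood within 0.01 of the top of the scale on all 12 arrays, which is called the top here. The difference between the group means (P1.2 minus P0.3) was tested for each transcript with limma, and p was adjusted after Benjamini and Hochberg. Transcripts with a fold change over 1.3 in size and an unadjusted limma p under 0.05 are called higher or lower at the study's criteria. For single genes, an exact permutation test over all 924 splits of the 12 arrays into 6 and 6 is given. Slow fibre genes, such as Myh7 and Tnni1, differed more between mice of 1 diet than between the diets: the first principal component held 26.0% of the variance, had a correlation of 0.88 in size with the mean of 20 slow fibre genes, and did not separate the diets (exact permutation test, p = 0.929). The number of arrays limits the precision, and the median standard error of a log2 fold change was 0.18.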

A microarray analysis was performed to identify differentially expressed genes (DEGs) between the P_0.3_ and P_1.2_ groups in the *M. gastrocnemius* tissue. 

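The DNA repair endonuclease gene Ercc5 was higher in the P1.2 group, with a log2 signal of 10.26 ± 0.07 (SD, n = 6) against 9.81 ± 0.23 (SD, n = 6) in the P0.3 group. Mtmr7, which encodes a phosphoinositide phosphatase, was higher by 0.47 on the log2 scale (standard error 0.14), and the protein phosphatase gene Ppm1e by 0.41 (standard error 0.12). On the other side, the cation exchanger gene Slc24a1 had a log2 fold change of -0.47 (standard error 0.14), and the lymphocyte transcription factor gene Ikzf3 one of -0.39 (standard error 0.12). Each of these 5 genes had its 6 P1.2 arrays all on 1 side of its 6 P0.3 arrays, and the mean signals of Slc24a1 and Ikzf3 lay below 6.11, the level under which 95% of the olfactory and vomeronasal receptor transcripts lie. Such a separation was found for 34 transcripts, where chance gives 48 (0.216% of all), and 14 of them were higher and 13 lower at the study's criteria. With limma, 204 transcripts were higher and 303 lower at the study's criteria, and 364 of these 507 also passed them by the methods' test. With quantile normalization the counts were 240 higher and 213 lower, and with each array centred on its median 287 and 203. Without P1.2 replicate 4 they were 323 and 478, and without P0.3 replicate 1 they were 245 and 455.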

Of the total 22,206 transcripts analyzed, 222 were down-regulated and 142 were up-regulated in the P_1.2_ group compared to the P_0.3_ group, according to the two-filter criteria (FC > 1.3 or <−1.3, *p* < 0.05) (Figure 3). 

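Chac1, a gene of the cellular stress response that breaks down glutathione, had a log2 signal of 7.16 ± 1.54 (SD, n = 6) in the P0.3 group and 8.98 ± 1.18 (SD, n = 6) in the P1.2 group, a 3.54-fold difference (two-sided exact permutation test, p = 0.048). Arhgap26, which encodes a GTPase-activating protein, was higher on every P1.2 array than on every P0.3 array, with 9.28 ± 0.18 (SD, n = 6) against 10.46 ± 1.18 (SD, n = 6). Its log2 fold change of 1.18 (standard error 0.40) fell to 0.71 without P1.2 replicate 6, whose signal was 12.77. The array holds 2 transcript clusters of Arhgap26, and these values are of the brighter one only. The chemokine gene Cxcl13 was 2.12-fold higher (log2 fold change 1.08, standard error 0.51), and its call was lost without P0.3 replicate 1, 3, 5, 7 or 11 or without P1.2 replicate 2, 6 or 12, at log2 fold changes of 0.64 to 1.13. Of 10 transcripts with a fold change over 2 in size, 3 were called and 7 were not. Among the latter were Mt2, Cish, Arrdc2 and Pdk4, with higher means in the P1.2 group, and Egr1 and Gm21887, with lower means. No transcript lower at the study's criteria differed by more than 1.71-fold.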

Among the up-regulated transcripts, two showed a FC > 2.0 (*Chac1* and *Arhgap26*), while none of the down-regulated transcripts showed a FC < −2.0. 

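Gdap10 and Gm10600, which belong to the brighter transcripts of this group, had log2 fold changes of 0.96 (standard error 0.30) and 0.76 (standard error 0.22). The inflammatory caspase gene Casp4 had a log2 signal of 6.62 ± 0.41 (SD, n = 6) in the P0.3 group and 7.33 ± 0.47 (SD, n = 6) in the P1.2 group (two-sided exact permutation test, p = 0.026). Prepl, a peptidase gene, and Ppm1k, whose product activates the breakdown of branched-chain amino acids in mitochondria, were each higher by 0.69 (exact permutation test, p = 0.015 and p = 0.030). Clec4a2, a lectin receptor gene of macrophages and other myeloid cells, was higher on every P1.2 array than on every P0.3 array, by 0.90 (standard error 0.23) with P0.3 replicate 7 at 3.66 and by 0.69 without that array. Gm10490 was higher by 0.73 (exact permutation test, p = 0.032). Clec4a2 and Gm10490 were the only 2 of the 9 genes plotted with a mean signal below 6.11, the level under which 95% of the olfactory and vomeronasal receptor transcripts lie. For 8 of the 9 genes, all 6 P1.2 arrays lay above the mean of the P0.3 group, and Chac1 had 5 of 6 above it. With limma, the adjusted p was 1.0 for each of them.

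**Figure D1:**
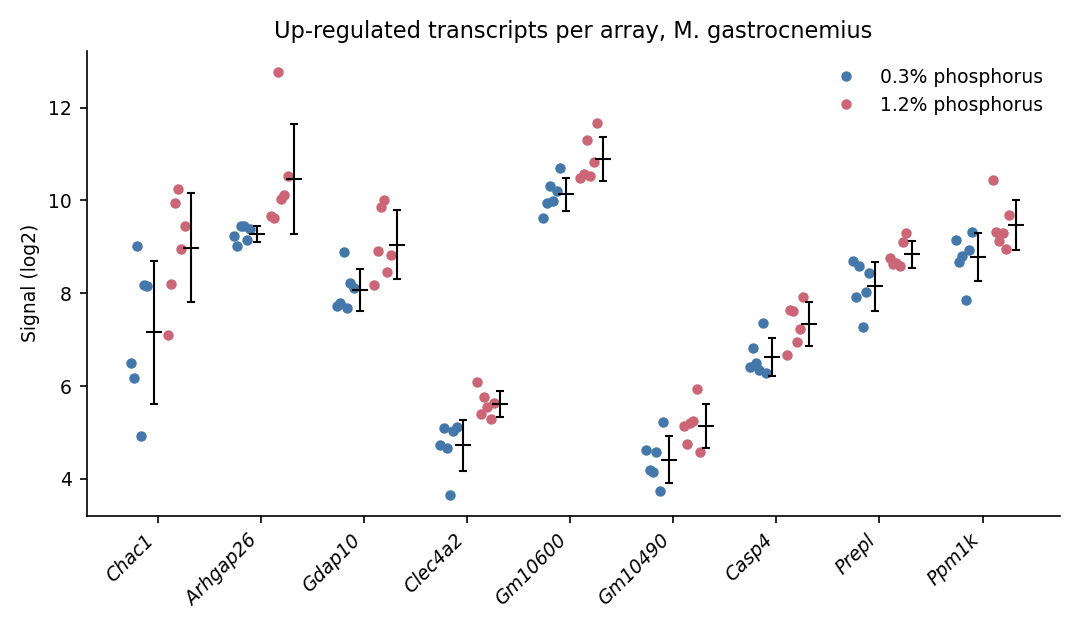
Log2 signal of 9 up-regulated transcripts on each array, with the P0.3 group (0.3% phosphorus) in blue and the P1.2 group (1.2% phosphorus) in red. Points are single mice, and bars give the mean and SD of 6 arrays. Arhgap26 and Clec4a2 are the genes whose groups do not overlap, and P1.2 replicate 6 stands at 12.77 for Arhgap26.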

The 10 most up-regulated transcripts, in decreasing order of their FCs (in parentheses), were as follows: *Chac1* (3.54), *Arhgap26* (2.26), *Gdap10* (1.95), *Clec4a2* (1.86), *Gm10600* (1.70), *Gm10490* (1.66), *Casp4* (1.64), *Prepl* (1.61), and *Ppm1k* (1.61). 

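Lipi, which encodes a membrane-bound phospholipase that forms lysophosphatidic acid, had a log2 signal of 5.94 ± 0.41 (SD, n = 6) in the P0.3 group and 5.16 ± 0.17 (SD, n = 6) in the P1.2 group (two-sided exact permutation test, p = 0.0065). Ric3, a chaperone gene of nicotinic acetylcholine receptors, had a log2 fold change of -0.74 (standard error 0.22), and the leukocyte gene Lst1 one of -0.66 (standard error 0.17). The olfactory receptor genes Olfr384 and Olfr141 had log2 fold changes of -0.73 and -0.68 (exact permutation test, p = 0.0087 and p = 0.0043). Olfr872 had one of -0.65 (exact permutation test, p = 0.067), and its call was lost without P0.3 replicate 1, 9 or 11 or without P1.2 replicate 6 or 12, at -0.50 to -0.59. Olfr1474 had a log2 fold change of -0.71 with P1.2 replicate 4 at 6.41, above the other P1.2 arrays, and Fbxl12os one of -0.68 with P0.3 replicate 11 at 5.44, below the other P0.3 arrays. Mageb16, Gm8653 and these 8 genes all had a mean signal below the median of all transcripts, 6.34, and for 8 of the 10 it was at the level of the olfactory and vomeronasal receptors. All 6 P1.2 arrays lay below the mean of the P0.3 group for 8 of the 10.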

The 10 transcripts that were most down-regulated, in ascending order of their FCs (in parentheses), were as follows: *Lipi* (−1.71), *Ric3* (−1.67), *Olfr384* (−1.66), *Olfr1474* (−1.64), *Mageb16* (−1.62), *Fbxl12os* (−1.60), *Olfr141* (−1.60), *Lst1* (−1.58), *Gm8653* (−1.57), and *Olfr872* (−1.57). The FCs and *p*-values of all the differentially expressed transcripts between groups P_0.3_ and P_1.2_ are listed in the Supplementary Materials (Table S4).

### 3.6. Technical Validation of the Microarray Data

The microarray data of 12 transcripts that were differentially expressed between the two groups were validated using qPCR. 

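Slc2a12, which encodes a glucose transporter, had a log2 signal of 7.05 ± 0.19 (SD, n = 6) in the P0.3 group and 7.61 ± 0.20 (SD, n = 6) in the P1.2 group on the arrays, with no overlap between the groups. Sfxn2, a gene of a mitochondrial carrier protein with a signal as dim as that of olfactory receptors, was likewise separate, with a log2 fold change of 0.52 (standard error 0.14). Lrp2bp was higher by 0.65 (exact permutation test, p = 0.035), and Tmem45b had a log2 fold change of -0.60 (exact permutation test, p = 0.017). Akt2, a kinase gene of insulin signaling, had a log2 signal of 10.67 ± 0.34 (SD, n = 6) against 11.16 ± 0.34 (SD, n = 6), and without P0.3 replicate 11 its log2 fold change of 0.49 was 0.37 and its call was lost. All 12 transcripts chosen for qPCR passed the study's criteria with limma on the arrays, 6 higher and 6 lower. This was fixed by their choice as changed on these arrays. All 364 transcripts that passed by the methods' test also passed with limma.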

For 10 of the validated transcripts, the direction of the effect (positive or negative FC) was the same between the microarray and qPCR, while the magnitude of the effect (value of FC) differed, to some extent, between the microarray and qPCR. Statistical analysis of the qPCR data revealed that one (*Slc2a12*) of the validated transcripts was significantly regulated, as shown in the Supplementary Materials (*p* < 0.05, Table S3).

### 3.7. Biological Processes and Pathways Affected by the High-Phosphorus Diet

To identify the biological processes and pathways that are associated with transcripts regulated by the high-phosphorus diet, GSEA was performed using the GO terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. The GSEA results of the up-regulated transcripts in the P_1.2_ group compared to the P_0.3_ group identified 11 significant “biological process” terms that were influenced by the high-phosphorus diet. 

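Genes of the response to DNA damage were among the up-regulated transcripts: 11 of the 413 genes with this GO term, among them Apex1, Dna2, Ercc5 and Mcm7, where 3.9 were expected (one-sided Fisher's exact test, p = 0.0018). Activation of GTPase activity held 4 of 37 genes, which were Akt2, Arhgef10, Cxcl13 and Foxj1 (Fisher's exact test, p = 0.00038). Immune system process held 8 of 363, among them Clec4a2, Cd300a, Icosl and Tlr9 (Fisher's exact test, p = 0.021). GO terms as annotated in the array table were tested on 1 row per gene symbol against all annotated genes of the array, for terms with 10 to 2000 genes. The transcripts called higher with limma gave 59 biological process terms at an unadjusted p under 0.05, and 0 of 3957 terms of any category had an adjusted p under 0.05, the lowest being 0.505. The count of biological process terms was 30 with the list of the methods' test, 34 with only genes above the median signal in list and background, and 6 with the EASE score, which counts 1 gene fewer in the overlap.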

The most pronounced association was identified with the “biological process” term “Notch signaling pathway” (*p* = 0.005, Figure 4). 

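The GO term held 5 higher genes of 112 on the array: Cdh6, Chac1, Jag1, Nkap and Ptp4a3, where 1.0 was expected. This is a 4.79-fold enrichment (one-sided Fisher's exact test, p = 0.004), with an adjusted p of 1.000 over all terms tested. The paper's p is an EASE score on the list of the methods' test, so it is another measure on another list. The paper also names Dtx3l for this pathway, which is not among these genes, and does not name Nkap. Nkap, which encodes a nuclear co-repressor of Notch target genes, had log2 means of 7.12 and 7.52 in the P0.3 and P1.2 groups. With the list of the methods' test, 4 of the 5 genes remained (Fisher's exact test, p = 0.0064), since Nkap did not pass it.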

The transcripts that were up-regulated in the P_1.2_ group compared to the P_0.3_ group were found to be predominantly enriched in the cancer-related KEGG pathways (Figure 4). 

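Spermatid development was the biological process without sensory receptors that stood highest among the down-regulated transcripts, with 8 of 125 genes, such as Xlr4a and Gm10230, and a 4.93-fold enrichment (one-sided Fisher's exact test, p = 0.00023, adjusted p = 0.070). Cell-matrix adhesion held 4 of 77, which were Fga, Itga2, Tnn and Zyx (Fisher's exact test, p = 0.018). Response to pheromone held Tmem145 and the vomeronasal receptor genes Vmn1r18, Vmn1r33, Vmn1r35 and Vmn1r4. In all, 37 biological process terms had an unadjusted p under 0.05, and 12 of 3962 terms of the 3 GO categories had an adjusted p under 0.05. Of the 12, smell and chemical stimuli, receptor activity and membranes were the subjects of all but signal transduction, signal transducer activity and response to stimulus. With only genes above the median signal in list and background, 0 terms had an adjusted p under 0.05 by Fisher's exact test and 40 an unadjusted p under 0.05.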

More linked “biological process” terms (18 terms) were identified in the down-regulated transcripts (Figure 5). Signal transduction was the “biological process” to which the highest number of transcripts were assigned (*p* < 0.001, Figure 5). 

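Signal transduction held 74 of the lower genes, of 2372 on the array, where 30.8 were expected (one-sided Fisher's exact test, p = 2.8e-13, adjusted p = 5.6e-10). This test takes genes as independent, so its p does not measure the spread between mice. In other splits of the 12 arrays, looked at after the results were seen, the term had a median p of 0.0013 by Fisher's exact test. There, the lower p of both directions was taken. Olfactory, vomeronasal, taste and trace amine receptors made up 45 of the 74 genes, among them Olfr107 with a log2 fold change of -0.43 and Olfr1276 with -0.59. Receptors of the smell epithelium stood for 40 genes of the term olfactory receptor activity (Fisher's exact test, p = 2.3e-09). Of the 74 genes, 67 had a mean signal below the median of all transcripts. With only genes above the median signal, the term held 7 of 501 genes (Fisher's exact test, p = 0.008, adjusted p = 1.000).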

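Of 337 genes listed as families of the PI3K-AKT pathway before the data were examined, 9 were lower at the study's criteria, and 5 of these encode growth factors, matrix proteins or an integrin. The placental growth factor gene Pgf had log2 means of 6.83 in the P0.3 group and 6.26 in the P1.2 group, and the tenascin gene Tnn 4.51 and 3.95. Lower as well were the collagen gene Col6a4, by -0.40 on the log2 scale, the integrin gene Itga2, by -0.39, and the lysophosphatidic acid receptor gene Lpar2, by -0.57 (exact permutation test, p = 0.0043). The signals of Tnn, Col6a4, Itga2 and Lpar2 are at the level of the olfactory receptors. The growth factor gene Fgf2 was higher by 0.46, and 4 further members were higher, while 323 passed in neither direction, and 0 had an adjusted p under 0.05 adjusted over the list alone. As a whole, the list was not shifted (camera, adjusted p = 0.716), and 118 of its genes had a mean signal below the median. All of the lower members stand in the paper's Table S4, which had been read before the families were listed. Their count is thus not independent evidence. The pathway's own gene list was not used here.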

The most strongly linked KEGG pathway was the PI3K-AKT pathway (*p* < 0.001, Figure 5).

### 3.8. Effect of a High-Phosphorus Diet on Relative Muscle mRNA Abundance

To evaluate the effect of a high-phosphorus diet on the muscle fiber composition, the gene transcriptions of the four predominant myosin isoforms that are typically used for the isoform typing of muscle fibers, namely MHC-IIx, MHC-IIa, MHC-IIb, and MHC-I, encoded by the *Myh1*, *Myh2*, *Myh4*, and *Myh7* genes, respectively, in the *M. gastrocnemius* were measured using qPCR. The mRNA abundances of *Myh7* and *Myh2* were significantly increased in the P_1.2_ group compared to the P_0.3_ group (*Myh7*, *p* = 0.006; *Myh2*, *p* = 0.039, Figure 6A), while no significant differences were observed in the mRNA abundances of *Myh1* and *Myh4* (*Myh1*, *p* = 0.983; *Myh4*, *p* = 0.982, Figure 6A).

Since PGC-1α is an important regulator of muscle fiber type composition, we also analyzed its mRNA abundance (*Ppargc1a*). The P_1.2_ group exhibited a higher mRNA abundance of *Ppargc1a* than the P_0.3_ group (*p* = 0.028, Figure 6B). Furthermore, the mRNA abundances of *Pdk4* and *Lpl* were higher in the P_1.2_ group than in the P_0.3_ group (*Pdk4*, *p* = 0.002; *Lpl*, *p* = 0.028, Figure 6B). The mRNA abundance of *Fgf21* was lower in the P_1.2_ group than in the P_0.3_ group (*p* = 0.044, Figure 6B). The mRNA abundance of *Foxo1* was not significantly different between the two groups (*p* = 0.262, Figure 6B).

### 3.9. Effect of a High-Phosphorus Diet on Relative Protein Levels in the Muscle

As the gene array analysis indicated an effect of the dietary phosphorus concentrations on the PI3K-AKT pathway, which aligns with previous research showing an influence of a high-phosphorus diet on this pathway [52], the protein levels of AKT and phosphorylated AKT (pAKT) were examined. While the high-phosphorus diet did not significantly affect the levels of AKT or pAKT (*p* > 0.05, Table 6), the ratio of pAKT to AKT was found to be significantly reduced by the high-phosphorus diet in relation to the adequate-phosphorus diet (*p* = 0.023, Figure 7A).

Furthermore, the transcriptome analysis showed a regulation of the Notch signaling pathway, which has been partly associated with muscle metabolism through the involvement of FoxO1. Therefore, the levels of FoxO1 and pFoxO1 were additionally analyzed. No significant effect of the high-phosphorus diet in relation to the adequate-phosphorus diet were observed on the protein levels of FoxO1 or pFoxO1 (*p* > 0.05, Table 6). In addition, the ratio of pFoxO1 to FoxO1 was also unaffected by the high-phosphorus diet in relation to the adequate-phosphorus diet (*p* = 0.723, Figure 7B).

## 4. Discussion

The present study tested the hypothesis that a high-phosphorus diet influences the lipid composition and gene transcription in the skeletal muscle of adult mice in relation to an adequate-phosphorus diet. In agreement with other studies [18,52,53], the body and liver weights were significantly reduced in the high phosphorus group in comparison to the adequate phosphorus group. Since the energy content of the two diets did not significantly differ and the energy and lipid digestibility were not influenced by the high-phosphorus diet, the body weight reduction in these mice was most likely due to the described effects on the lipid metabolism, like the suppressed transcription of lipogenic genes and the increased transcription of genes related to fatty acid β-oxidation [16], which were not further analyzed in this study. A strong reduction in the amount of visceral adipose tissue in the high phosphorus group was observed during sampling. Phosphorus digestibility was higher in the P_1.2_ group than in the P_0.3_ group, which could be due to the differences in the diet composition, as the P_0.3_ group received potassium bicarbonate as an additional source of potassium to balance the potassium content in the experimental diets. To ensure that the high-phosphorus diet did not result in a strong imbalance of the calcium and phosphorus homeostasis, plasma concentrations of calcium and inorganic phosphate were measured. The high-phosphorus diet had no effect on the plasma inorganic phosphate concentration but caused a reduction in the plasma calcium concentration in relation to the adequate-phosphorus diet. However, this reduction most likely had no physiological relevance, as the plasma calcium concentrations in both groups were within the normal range for adult mice [54], and the calcium digestibility was not influenced by the phosphorus concentration in the diet.

The weights of the *M. soleus*, *M. gastrocnemius*, and *M. rectus femoris* were not affected by the high-phosphorus diet. This is in agreement with Abuduli et al. [18], who reported that a high-phosphorus diet did not influence the muscle weight.

Since profound effects of the high phosphorus intake on lipid metabolism in the liver [16] and white and brown adipose tissue [18] have been described, it was of interest to investigate whether the high-phosphorus diet also influences the lipid concentrations of the skeletal muscle. Therefore, a lipidomic analysis of the *M. gastrocnemius* was carried out in the present study. The lipidome of the skeletal muscle was moderately altered by the high-phosphorus diet in relation to the adequate-phosphorus diet. In accordance with the literature, the predominant lipid classes in the muscle were TG, PC, and PE [31,55]. Within the 17 lipid classes that were analyzed, the concentrations of PE, PG, and LPC were significantly reduced in the high phosphorus group compared to the adequate phosphorus group. PE, PG, and LPC are all types of phospholipids. Phospholipids are major components of biological membranes. LPC is produced when PC is hydrolyzed using phospholipases and is involved in various signaling pathways. Analyzing the lipids at the level of individual species revealed that approximately 16% of the examined lipid species were significantly decreased due to the high-phosphorus diet. More than half of the regulated species were minor lipids. The PCA analysis did not show a separation of the two treatment groups, indicating, overall, only minor effects of the high-phosphorus diet on the individual lipid species.

Despite the minor changes in the lipidome and the unchanged proportions of the lipid classes, an overall reduction in the levels of certain lipids, particularly phospholipids, was observed. This finding is consistent with the effects of a high-phosphorus diet on liver lipid metabolism [16]. Chun et al. [16] observed an association between the liver transcriptome with the GO term “phospholipid metabolic process” when rats were fed a high-phosphorus diet; although, they did not analyze the phospholipid composition in the liver. However, in the present study, no such association was identified in the transcriptome of the muscle. Additionally, the concentration of total phospholipids in the muscle was unaffected by the high-phosphorus diet. 

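Of 52 genes of phospholipid and cardiolipin metabolism, listed before the data were examined, 2 were higher and 0 lower at the study's criteria with limma. Both higher genes, Stard7 and Smpd2, stand in the paper's Table S4, which had been read before the list was written. The count is thus not independent evidence. Stard7, which encodes a carrier of phosphatidylcholine to mitochondria, had a log2 signal of 9.75 ± 0.27 (SD, n = 6) in the P0.3 group and 10.16 ± 0.22 (SD, n = 6) in the P1.2 group (two-sided exact permutation test, p = 0.019). The sphingomyelinase gene Smpd2 was higher by 0.46 on the log2 scale (standard error 0.19), and its call was lost without P0.3 replicate 7 or 9 or P1.2 replicate 6, at 0.36 to 0.39. Lpcat4, an acyltransferase gene for lysophospholipids, had a log2 fold change of -0.33 (exact permutation test, p = 0.041), below the fold change threshold. No member had an adjusted p under 0.05 with limma, adjusted over the list alone or over all transcripts, and the median log2 fold change of the list was 0.01. The GO term phospholipid metabolic process held 0 higher and 0 lower genes of 44 on the array, as it did with the list of the methods' test.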

Although little is known about the role of phospholipids in muscle metabolism, it has been shown that changes in the phospholipids in the mouse muscle can be linked to changes in other metabolic pathways, such as endoplasmic reticulum (ER) stress, mitochondrial dysfunction, and impaired cell homeostasis [56]. Considering that phospholipids are synthesized in the ER and that high phosphorus treatments have been shown to induce ER stress in vitro [57], it is possible that ER stress might also contribute towards the reduction in certain phospholipids in the muscle. Transcriptome analysis of human myotubes treated with LPC revealed influences on the peroxisome proliferator-activated receptor (PPAR) target transcripts, including ANGPTL4, PDK4, PLIN2, and CPT1A [58].

To investigate the effect of the high phosphorus intake on the muscle transcriptome, and to evaluate whether the changes in the muscle’s lipidome are also reflected in changes in the gene transcription, a gene array analysis was carried out. Consistent with the lipidome data, the influences of a high phosphorus intake on the muscle transcriptome were limited. 

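Olfactory, vomeronasal, taste and trace amine receptor genes made up 54 of the 303 lower transcripts, or 17.8%, where they are 6.8% of the array (two-sided Fisher's exact test, p = 5.7e-11). Among the higher transcripts they were 15 of 204. Vmn2r22, a vomeronasal receptor gene, had a log2 signal of 4.35 ± 0.28 (SD, n = 6) in the P0.3 group and 3.85 ± 0.12 (SD, n = 6) in the P1.2 group. The list of 1495 sensory receptor genes had a mean of 4.81 ± 0.07 (SD, n = 6) and 4.76 ± 0.06 (SD, n = 6) in the groups (camera, adjusted p = 0.100, and adjusted p = 0.682 after quantile normalization), and 0 of its genes passed when adjusted over the list alone. The list was called lower without P0.3 replicate 1 or P1.2 replicate 4, at adjusted p values of 0.021 and 0.015, and with array weights at 0.027. It was also called lower with only transcripts above the median signal (0.00026) or above the level of 95% of the olfactory receptors (1.5e-05). Of the 1495 genes, 1444 had a mean signal below the median, so these filtered calls rest on the brighter few. With an estimated correlation, the adjusted p of the list was 0.80. Below the median signal, 3.64% of the sensory receptor genes and 2.04% of the other transcripts were lower at the study's criteria (Fisher's exact test, p = 0.0003). Of the lower transcripts, 82.5% had a mean signal below the median (Fisher's exact test, p = 3.9e-32), and of the higher ones 49.5%. In a separate limma fit of only the transcripts above the median signal, 98 were higher and 46 lower.

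**Figure D2:**
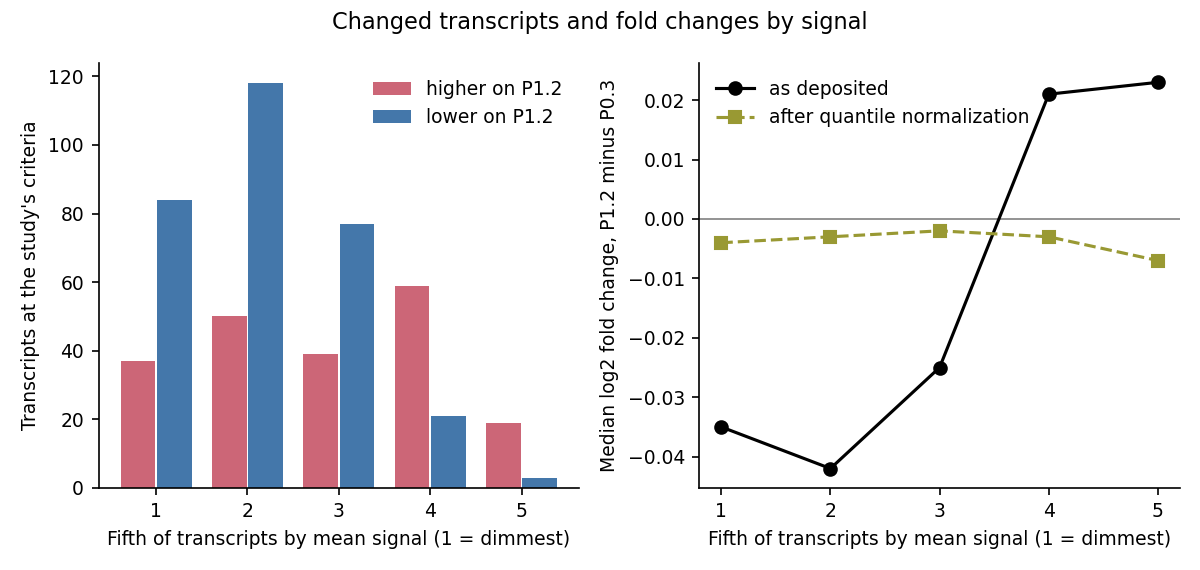
Transcripts at the study's criteria (left, counts) and median log2 fold change of all transcripts (right, P1.2 minus P0.3), in 5 equal groups of the mean log2 signal, from group 1, the dimmest, to group 5. Bars are counts of higher and lower transcripts, and lines give the medians as deposited and after quantile normalization. In group 2, 50 were higher and 118 lower, in group 5, 19 and 3, and the median as deposited ran from -0.042 in group 2 to 0.023 in group 5.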

Only a relatively small number of genes was regulated by the high-phosphorus diet, with the number of genes that were down-regulated being greater than the number of genes that were up-regulated, in relation to the adequate-phosphorus diet. The strongest connection of transcripts reduced by the high-phosphorus diet detected through GSEA was with “signal transduction”. Most of the genes connected were G-protein coupled receptors; however, the *Lep* gene was also down-regulated, which encodes for the hormone leptin, which is involved in the regulation of appetite and energy expenditure. 

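The leptin gene Lep had a log2 signal of 5.74 ± 0.30 (SD, n = 6) in the P0.3 group and 5.19 ± 0.26 (SD, n = 6) in the P1.2 group, a 1.47-fold lower level (two-sided exact permutation test, p = 0.0087). All 6 P1.2 arrays lay below the mean of the P0.3 group. Both means are at the level of the receptor genes of smell, which bounds what the arrays can tell about Lep in this tissue. Of 20 adipocyte markers, listed before the data were examined, Lep was lower and 1 other higher at the study's criteria. Lep had been read in the paper's Table S4 before the markers were listed. Of the markers, 0 passed when adjusted over the list alone, and the list was not shifted (camera, adjusted p = 0.366). It was called higher without P1.2 replicate 8, at an adjusted p of 0.017, turned sign without P1.2 replicate 6, and had an adjusted p of 0.90 with an estimated correlation. Among the lower signal transduction genes, 60 are annotated with G-protein coupled receptor activity.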

Regarding the connection with the “KEGG pathway”, the most pronounced link of the down-regulated genes was identified with the PI3K-AKT-signaling pathway. Phosphorylation plays a crucial role in the activation of the AKT protein. Interestingly, Western blot analysis revealed a decrease in the ratio of phosphorylated AKT (pAKT) to unphosphorylated AKT protein, indicating a lower activation of the AKT protein. A similar observation was also shown in the heart muscle of mice fed a high-phosphorus diet and was accompanied with a lower heart weight [52]. The PI3K-AKT signaling pathway is a crucial pathway involved in numerous cellular processes, including cell growth, survival, and metabolism. In muscle tissue, this pathway plays a vital role in regulating muscle growth and the uptake of glucose. When insulin binds to its receptor on the muscle cell surface, it activates the PI3K-AKT pathway. This results in the stimulation of downstream signaling molecules, such as mTOR and GSK-3 (glycogen synthase kinase 3), which promote the synthesis of proteins and inhibit their degradation, leading to muscle growth [59]. Additionally, AKT activation also stimulates the translocation of glucose transporter type 4 (GLUT4) to the muscle cell membrane, promoting glucose uptake and metabolism in muscle cells [60]. An inhibition of this pathway could lead to reduced muscle growth and a reduced glucose uptake in the muscle. The present study did not indicate a reduction in muscle growth as the weights of the skeletal and heart muscles were not influenced by the high-phosphorus diet. However, it is important to note that the mice used in this study were adults and already fully grown. Chung et al. [61] reported that a high phosphorus treatment could promote muscle atrophy. In vitro analysis of myotubes exposed to high phosphorus concentrations resulted in a reduction in the size of the myotubes, increased generation of reactive oxygen species, decreased protein synthesis, and accelerated protein degradation. However, in vivo experiments involving feeding a high-phosphorus diet to 10-week-old sham-operated and chronic kidney disease (CKD) mice for 20 weeks did not show any noticeable effects on the body weight, *M. gastrocnemius* weight, or grip strength. Furthermore, feeding a high-phosphorus diet increased the nuclear levels of phosphorylated Nrf2 (a transcription factor involved in the cellular stress response) in the *M. gastrocnemius* from both the sham-operated and CKD mice, and increased nuclear levels of phosphorylated p62 (a protein associated with autophagy). On the other hand, a reduction in glucose uptake in the muscle induced by PI3K-AKT signaling could lead to an increase in β-oxidation. This is further supported with the up-regulation of genes that are associated with mitochondria, as the GSEA has indicated. 

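Of 1658 genes on the array that GO places in the mitochondrion, 29 were higher in the P1.2 group and 3 lower at the study's criteria, and 15.4 higher ones were expected (one-sided Fisher's exact test, p = 0.00068, adjusted p = 0.675). They included Aldh4a1 of proline breakdown, with a log2 fold change of 0.51, Bcs1l, an assembly factor of respiratory complex III, with 0.48, and Tspo, an outer membrane protein, with 0.40. Only 2 of the 29, Acsl5 and Mrpl52, belong to the lists of β-oxidation, tricarboxylic acid cycle, oxidative phosphorylation and mitochondrial ribosome genes that were set before the data were examined. Acsl5 had by then been read in the paper's Table S4. Genes of β-oxidation had a positive fold change for 34 of 38, with list means of 10.72 ± 0.41 (SD, n = 6) in the P0.3 group and 10.83 ± 0.26 (SD, n = 6) in the P1.2 group (camera, adjusted p = 0.013, and adjusted p = 0.81 with an estimated correlation), and 1 member, Acsl5, was called. The 90 subunits of oxidative phosphorylation had 76 positive fold changes and means of 13.49 ± 0.38 (SD, n = 6) and 13.58 ± 0.28 (SD, n = 6), with 0 called (camera, adjusted p = 0.013, and adjusted p = 0.90 with an estimated correlation). The tricarboxylic acid cycle had 19 of 22 positive and 0 called (camera, adjusted p = 0.049, and adjusted p = 0.88 with an estimated correlation), and the mitochondrial ribosome 57 of 75 positive and 1 called, Mrpl52 (camera, adjusted p = 0.00091, and adjusted p = 0.80 with an estimated correlation). The call of Mrpl52 was lost without P0.3 replicate 1, 7 or 9 or P1.2 replicate 6, 8, 10 or 12, at log2 fold changes of 0.33 to 0.41. For the means of these 4 lists, in the order given, the exact permutation test gave p = 0.584, 0.671, 0.554 and 0.398. The 4 arrays highest for slow fibre genes, P0.3 replicates 9 and 11 and P1.2 replicates 2 and 12, were also the 4 highest for the first 3 lists. With the slow fibre mean as a covariate, the diet coefficients of these 3 list means were 0.09, 0.07 and 0.11 (exact permutation test, chosen after the results were seen, p = 0.175, 0.442 and 0.139). No member of the 4 lists passed when adjusted over the list alone or over all transcripts with limma. The 4 calls were lost after quantile normalization, at adjusted p values of 0.055 to 0.319, and without P1.2 replicate 12, at 0.223 for β-oxidation, 0.595 for oxidative phosphorylation, 0.282 for the tricarboxylic acid cycle and 0.106 for the mitochondrial ribosome. Without P0.3 replicate 1, 5 or 7 or P1.2 replicate 2, the β-oxidation call was lost at 0.153, 0.399, 0.441 and 0.437, that of oxidative phosphorylation at 0.402, 0.651, 0.450 and 0.422, and that of the tricarboxylic acid cycle at 0.153, 0.399, 0.642 and 0.710, and the last also without P0.3 replicate 3 at 0.137 and without P1.2 replicate 6 at 0.068. It was lost as well with a robust and trended prior (0.060), median centring (0.054), the adipocyte covariate (0.161), and only transcripts above the median signal (0.140) or above the level of 95% of the olfactory receptors (0.108). From the mitochondrial genes and from less signaling through PI3K and AKT, the paper proposes that β-oxidation could increase. The paper also draws on its qPCR in 12 mice per diet, where Ppargc1a, Pdk4 and Lpl were higher in the P1.2 group.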

The GO category “cellular compartment” analysis revealed that 23 up-regulated genes were associated with mitochondria, which play a fundamental role for ATP provision in the muscle and are the site for β-oxidation. These included genes, such as mitochondrial trans-2-enoyl-CoA reductase (*Mecr*), the protein encoded by *Mecr*, which is an oxidoreductase that catalyzes the final step of mitochondrial fatty acid synthesis, or acyl-CoA synthetase long chain family member 5 (*Acsl5*), which converts free long-chain fatty acids into fatty acyl-CoA esters, thus play a key role in lipid biosynthesis and fatty acid degradation. 

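Mecr had a log2 signal of 6.22 ± 0.38 (SD, n = 6) in the P0.3 group and 6.72 ± 0.35 (SD, n = 6) in the P1.2 group (two-sided exact permutation test, p = 0.043). Acsl5 had 6.17 ± 0.29 (SD, n = 6) and 6.65 ± 0.35 (SD, n = 6) in the same groups (exact permutation test, p = 0.041). For both genes, all 6 P1.2 arrays lay above the mean of the P0.3 group. The call of Mecr was lost without P0.3 replicate 1 or P1.2 replicate 8, at log2 fold changes of 0.39 and 0.40, while that of Acsl5 held without any 1 array. With limma, the adjusted p was 1.0 for both.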

The upregulation of these genes could indicate an increased demand for β-oxidation and a higher utilization of fatty acids as an energy source in the muscle tissue.

In relation to the GO category “biological process”, the analysis revealed a notable association of the up-regulated transcripts with the Notch signaling pathway. The Notch signaling pathway is a highly conserved cell signaling system that plays a crucial role in various developmental processes, including cell proliferation, differentiation, and apoptosis. Studies have highlighted the role of the Notch signaling pathway in muscle metabolism. In the skeletal muscle, Notch signaling has been shown to regulate myogenic differentiation, muscle growth, and muscle regeneration [62]. Activation of the Notch pathway in muscle stem cells promotes their proliferation and differentiation into myoblasts, which subsequently fuse to form mature myotubes [63]. In addition to its well-established role in myogenesis, recent studies have suggested a potential involvement of Notch signaling in the regulation of muscle metabolism. Interestingly, the interaction between Notch and FoxO1, a transcription factor, appears to be essential in this context. However, in the current study, no influence of the high-phosphorus diet was observed on the *Foxo1* gene transcription or protein levels, nor on its inactivation via phosphorylation, indicating tat the observed regulation of the Notch signaling pathway and its potential impact on muscle metabolism may involve alternative mechanisms or signaling pathways that were not directly assessed in this study. In the skeletal muscle, the gene array showed an upregulation of the following genes which are connected to the Notch signaling pathway: *Cdh6*, *Ptp4a3*, *Jag1*, *Dtx3l*, and *Chac1*. 

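Jag1 had a log2 signal of 7.78 ± 0.40 (SD, n = 6) in the P0.3 group and 8.23 ± 0.15 (SD, n = 6) in the P1.2 group (two-sided exact permutation test, p = 0.017), and without P0.3 replicate 3 its log2 fold change of 0.46 was 0.34 and its call was lost. Ptp4a3, among the brightest transcripts of the array, had 17.80 ± 0.12 (SD, n = 6) and 18.18 ± 0.21 (SD, n = 6), and without P1.2 replicate 6 its log2 fold change was 0.33, below the threshold. Dtx3l was higher by 0.40 on the log2 scale (exact permutation test, p = 0.0087) and by 0.31 without P0.3 replicate 5, and Cdh6 by 0.53 with P0.3 replicate 9 at 4.80 and by 0.40 without that array. Chac1 differed most, by 1.83 (standard error 0.63), with a range of 4.93 to 9.02 in the P0.3 group. Of 62 genes of Notch signaling in a list set before the data were examined, these 5 were higher and 0 lower at the study's criteria, while 57, with the receptors Notch1 to Notch4 and the Hes and Hey target genes among them, were not called. Since the study chose the 5 on these arrays, the count is not independent evidence of a direction. Adjusted over the list alone, 0 passed with limma, and the list as a whole was not shifted (camera, adjusted p = 0.420), with a median log2 fold change of -0.03.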

*Cdh6* encodes for cadherin 6, a transmembrane protein involved in cell adhesion and signaling. *Ptp4a3* encodes for protein tyrosine phosphatase type IVA member 3, which plays a role in the regulation of cell proliferation, migration, and survival. *Jag1* encodes for Jagged-1, a transmembrane protein that is a ligand for the Notch signaling pathway. *Dtx3l* encodes for Deltex E3 ubiquitin ligase 3-like protein, which is involved in the regulation of the Notch signaling pathway. *Chac1* encodes for cysteine-rich angiogenic inducer 61 (CYR61)/connective tissue growth factor (CTGF)/nephroblastoma overexpressed (NOV) protein-associated protein 1 (NOR1) C-terminal (CHC1) domain-containing protein 1, which is involved in the regulation of the cellular stress response. *Chac1* has been shown to be important across various biological processes, including the unfolded protein response, apoptosis, and inflammation.

Despite the relatively modest effects observed in the muscle lipidome and transcriptome as a result of a high-phosphorus diet, the data consistently indicate an impact on fatty acid metabolism in the muscles. Specifically, these findings suggest an increase in β-oxidation within the muscles. This interpretation is supported by the elevated gene transcription of *Ppargc1a*, encoding the transcriptional PGC-1α, *Pdk4,* and *Lpl*, which are all associated with the utilization of fatty acids in the muscle. The skeletal muscle is a heterogeneous tissue that exhibits a high level of metabolic flexibility and is composed of fibers with different morphological and functional properties [64,65]. Classification of muscle fibers can be based on certain characteristics, such as contractile speed, myosin heavy chain (MHC) expression, and metabolic capacity [65,66]. In the adult mammalian muscle, four main MHC isoforms can be distinguished: one slow isoform (MHC-I) and three fast isoforms (MHC-IIa, MHC-IIx, and MHC-IIb). However, human skeletal muscle does not contain MHC-IIb [65,67,68]. Type II fibers (“glycolytic fibers”) have a small number of mitochondria and mainly generate ATP mainly through glycolytic metabolism; in contrast, type I fibers (“oxidative fibres”) are rich in mitochondria and therefore mainly use oxidative phosphorylation [69,70]. Since muscle tissue has a remarkable capacity to undergo adaptive changes, the distribution of type I and II fibers can be influenced by various factors, such as exercise, mechanical unloading, obesity, or diabetes, resulting in changes in the functional and metabolic phenotypes of the muscle [71,72,73,74]. The results of the qPCR data show that the high-phosphorus diet led to a three- to four-fold increase in the gene transcription of *Myh7* (MHC-I) and an increase in the gene transcription of *Myh2* (MHC-IIa) in the *M. gastrocnemius* compared to the adequate-phosphorus diet. The gene transcriptions of *Myh1* (MHC-IIx) and *Myh4* (MHC-IIb) were not affected by the high-phosphorus diet compared to the adequate-phosphorus diet. In line with the qPCR data, the transcriptome analysis showed a higher, but not statistically significant, level of transcription of *Myh7* (FC = 1.24; *p* > 0.05) and *Myh2* (FC = 1.27; *p* > 0.05) in the high phosphorus group compared to the adequate phosphorus group. Also, comparable to the qPCR analysis, transcriptome analysis showed that the high-phosphorus diet did not affect the transcription of *Myh1* (FC = 1.03; *p* > 0.05) or *Myh4* (FC = −1.00; *p* > 0.05). Therefore, from the results of the qPCR and the transcriptional analysis, it can be inferred that a high-phosphorus diet could lead to a higher abundance of type I (oxidative and slow twitch) fibers. 

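Myh7, the slow myosin heavy chain gene, had a log2 signal of 11.64 ± 2.48 (SD, n = 6) in the P0.3 group and 11.37 ± 2.34 (SD, n = 6) in the P1.2 group, a log2 fold change of -0.27 (standard error 1.09) and a fold change of -1.21 (two-sided exact permutation test, p = 0.835). Only 2 of 6 P1.2 arrays lay above the mean of the P0.3 group. Its sign turned without P0.3 replicate 9, P0.3 replicate 11, P1.2 replicate 4 or P1.2 replicate 10, to 0.36, 0.32, 0.11 and 0.27. Myh2, of fast oxidative fibres, had 18.14 ± 1.74 (SD, n = 6) and 18.66 ± 0.97 (SD, n = 6) in the same groups, a fold change of 1.43 (exact permutation test, p = 0.554), with 2 P0.3 arrays and 1 P1.2 array at the top of the scale, and its log2 fold change ran from 0.01 without P0.3 replicate 7 to 0.87 without P0.3 replicate 9. Of 20 slow fibre contractile genes, listed before the data were examined, 0 were higher or lower at the study's criteria, 0 passed when adjusted over the list alone, and 12 had a positive fold change. Their mean was 9.88 ± 1.58 (SD, n = 6) and 9.94 ± 1.23 (SD, n = 6) in the groups (camera, adjusted p = 0.716). The list was called higher without P0.3 replicate 9 or 11, at adjusted p values of 0.016 and 0.028 with the preset correlation (with an estimated one, the adjusted p on all 12 arrays was 0.96), and turned sign without P0.3 replicate 5 or 7 or P1.2 replicate 2 or 12.

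**Figure D3:**
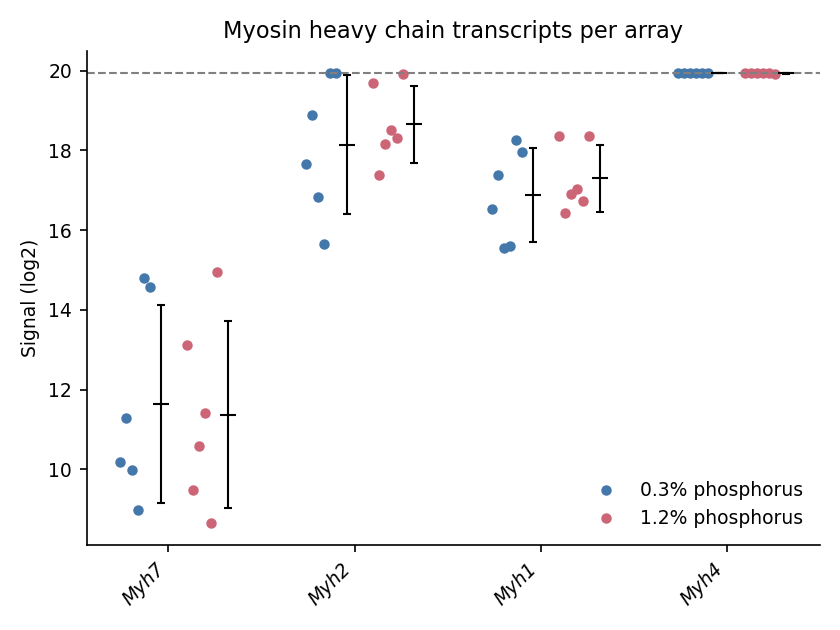
Log2 signal of 4 myosin heavy chain genes on each array, with the P0.3 group (0.3% phosphorus) in blue and the P1.2 group (1.2% phosphorus) in red. Points are single mice, bars give the mean and SD of 6 arrays, and the dashed line at 19.93 is the top of the scale. Myh7 ran from 8.97 to 14.80 in the P0.3 group and from 8.66 to 14.95 in the P1.2 group, and Myh4 lay at the top of the scale on all arrays.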

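Myh1, of fast glycolytic fibres, had a log2 signal of 16.88 ± 1.17 (SD, n = 6) in the P0.3 group and 17.30 ± 0.84 (SD, n = 6) in the P1.2 group, a fold change of 1.33 (two-sided exact permutation test, p = 0.494), with 4 of 6 P1.2 arrays above the mean of the P0.3 group. Its log2 fold change of 0.42 was 0.15 without P0.3 replicate 5 and 0.69 without P0.3 replicate 9. Myh4 stood at the top of the scale on all 12 arrays, so that no fold change can be given for it. Of 19 fast fibre contractile genes, listed before the data were examined, 0 were higher or lower at the study's criteria with limma, and 0 passed when adjusted over the list alone. Their means were 17.88 ± 0.09 (SD, n = 6) and 17.91 ± 0.10 (SD, n = 6) in the groups (camera, adjusted p = 0.804). Of the 19, 5 (Atp2a1, Myh2, Myh4, Myl1 and Tpm1) were at the top of the scale on at least 1 array, which limits the shift that this list can show.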

In association with muscle fiber transformation, qPCR indicated an increased transcription of the gene *Ppargc1a* in the high phosphorus group. In addition, it was further observed that the gene transcription of *Ppargc1a* was significantly related to the transcription of *Myh7* (Pearson correlation coefficient (r) = 0.756; *p* < 0.001) and *Myh2* (r = 0.608; *p* < 0.01). PGC-1α functions as an essential transcriptional regulator, which is involved in the contractile and metabolic muscle fiber transformation towards the oxidative fiber type [75,76,77]. Lin et al. [77] showed that PGC-1α is manly expressed in the oxidative type I fibers. In a more extensive gain-of-function mouse experiment designed to investigate the role of PGC-1α in the muscle fiber specification, the authors observed that the overexpression of PGC-1α in the muscle leads to the transformation of the muscle fibers.

A shift from type II to type I fibers would indicate that the muscle adapts to highly oxidative aerobic metabolism for energy production, which stands in contrast to a previous study [27], in which a high-phosphorus diet compared to an adequate-phosphorus diet led to an impaired exercise tolerance and fatty acid metabolism. In this previous study, the gene expression was measured in the muscle tissue, which was selected immediately after physical exercise. A switch to the type I muscle fiber would actually improve exercise endurance and fatty acid utilization, as type I muscle fibers are characterized by their high oxidative capacity, high resistance to fatigue, and low contractile speed [78]. These fibers contain a high concentration of mitochondria and myoglobin, which allows for the efficient use of oxygen in energy production [79]. Additionally, type I fibers have a smaller cross-sectional area and a higher capillary density compared to type II fibers, which further enhances their aerobic capacity [80]. These fibers express high levels of genes involved in oxidative metabolism, including mitochondrial enzymes and respiratory chain proteins [81], enabling them to utilize fatty acids, particularly long-chain fatty acids, as an energy source. Moreover, they exhibit lower activity levels of glycolytic enzymes and fast contraction, such as myosin heavy chain II isoforms [82]. This is also consistent with the increased gene transcription of *Lpl*. LPL is an important enzyme that plays a critical role in lipid metabolism in muscle tissue. LPL is primarily expressed in the skeletal muscle and adipose tissue, where it catalyzes the hydrolysis of triacylglycerol-rich lipoproteins into free fatty acids for energy utilization. In muscle tissue, LPL activity is regulated by several factors, including insulin, exercise, and diet. Additionally, the gene transcription of *Fgf21* was reduced in the high phosphorus group compared to the adequate phosphorus group, which may also play a role in regulating muscle metabolism, as it has been shown to increase glucose uptake and utilization in muscle tissue [83]; a reduction would be in accordance with a switch to the oxidative fiber type I.

The conflicting data regarding the impact of a high phosphorus intake on muscle metabolism and its metabolic energy utilization emphasizes the necessity for additional research in this area. While some studies have suggested effects on fatty acid metabolism and β-oxidation, the overall understanding of the relationship between a high-phosphorus diet and muscle metabolism remains limited.

## 5. Conclusions

Overall, this study shows that a high-phosphorus diet has moderate effects on the skeletal muscle lipidome and transcriptome. The lipidome analysis showed a reduction in the concentration of specific lipids, especially of PE, PG, and LPC, but no significant changes in the lipid composition. The transcriptome analysis showed limited effects of the high-phosphorus diet on gene transcription; the gene ontology analysis revealed an enrichment of genes associated with mitochondria, suggesting a possible role of a high phosphorus intake in mitochondrial function and energy homeostasis. While utilizing the unadjusted raw *p*-values for identifying significantly altered lipid species and gene transcripts represents a limitation of this study, the data itself demonstrate remarkable consistency and highlights an overall impact of a high-phosphorus diet on lipid metabolism within the muscle. The results of the lipidome and transcriptome analyses suggest that there is a relationship between high phosphorus intake and increased β-oxidation of lipids in the muscle. Additionally, the increased transcription of *Myh7*, which encodes MHC-I, a type I oxidative fiber-specific protein in muscle, indicates that muscle fiber switching may occur due to a high phosphorus intake. Due to technical limitations in sampling, the detection at the protein level could not be conducted in this study. Therefore, further investigations are needed to analyze this aspect in future studies and to elucidate the mechanisms underlying these findings, as well as to evaluate the potential health implications of a high-phosphorus diet on skeletal muscle metabolism. Overall, although the influences were limited, the study showed that a high-phosphorus diet could affect skeletal muscle lipid metabolism and gene transcription.

## Figures and Tables

**Figure 1:**
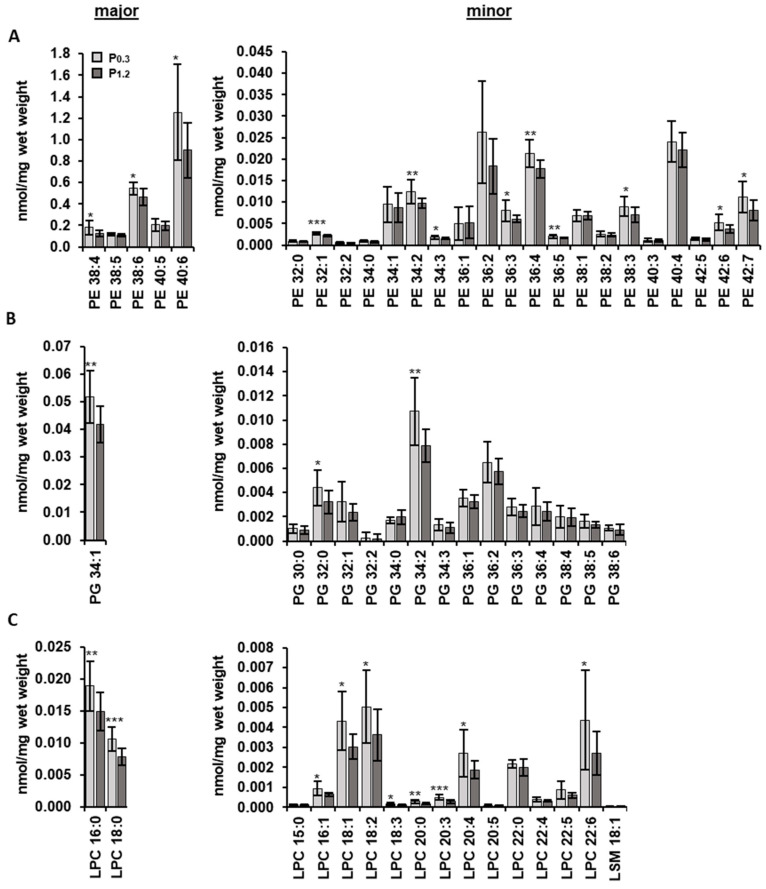
Concentrations of individual species of phosphatidylethanolamine (PE) (**A**), phosphatidylglycerol (PG) (**B**), and lysophosphatidylcholine (LPC) (**C**) (including lysosphingomyelin (LSM)) in the *M. gastrocnemius* of adult male C57BL/6J mice. Mice were fed a diet containing either 0.3% (P_0.3_) or 1.2% (P_1.2_) phosphorus for 6 weeks. Data are mean values and standard deviations, *n* = 12 mice/group. * (*p <* 0.05), ** (*p* < 0.01), and *** (*p* < 0.001) indicate statistically significant differences.

**Figure 2:**
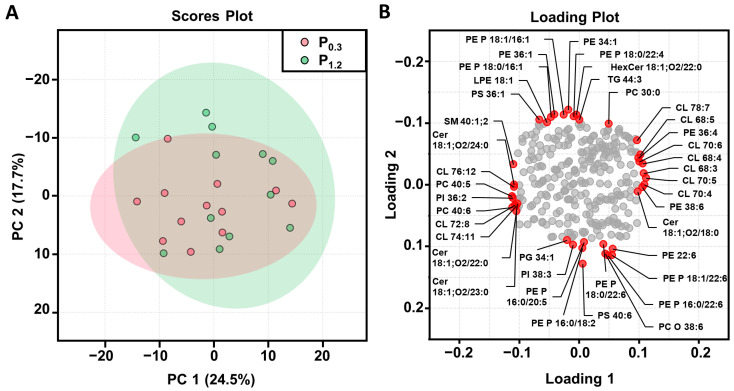
Principal component analysis (PCA) of the lipidome of the *M. Gastrocnemius* of adult male C57BL/6J mice. Shown are the scores plot (**A**) with a plotted 5% confidence interval and the corresponding loading plot (**B**) of the PCA. Mice were fed a diet containing either 0.3% (P_0.3_) or 1.2% (P_1.2_) phosphorus for 6 weeks. The data represent the principal components (PC 1 or PC 2) and their loadings that were calculated on the basis of the relative abundances of the individual lipid species within their respective lipid classes, *n* = 12 mice/group. Abbreviations: cardiolipin (CL), ceramide (Cer), hexosylceramide (HexCer), lysophosphatidylethanolamine (LPE), phosphatidylcholine (PC), PC ether (PC O), phosphatidylethanolamine (PE), PE-based plasmalogens (PE P), phosphatidylglycerol (PG), phosphatidylinositol (PI), phosphatidylserine (PS), sphingomyelin (SM), and triacylglycerols (TG).

**Figure 3:**
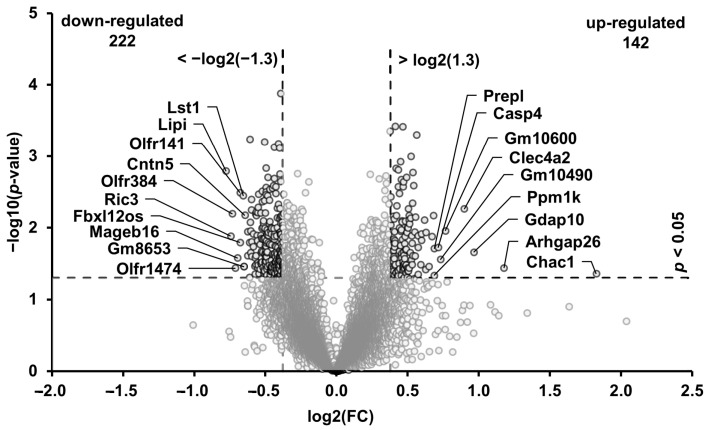
Volcano plot of differentially regulated transcripts in the *M. gastrocnemius* of adult male C57BL/6J mice. Mice were fed a diet containing either 0.3% (P_0.3_) or 1.2% (P_1.2_) phosphorus for 6 weeks. Horizontal (*p* < 0.05) and vertical (fold change (FC): >log2(1.3) or <−log2(−1.3)) dashed lines indicate double filtering criteria (*n* = 6 mice/group). The transcripts in the upper left and the upper right corners represent the down-regulated and up-regulated transcripts, respectively. The ten most up- or down-regulated transcripts are labeled.

**Figure 4:**
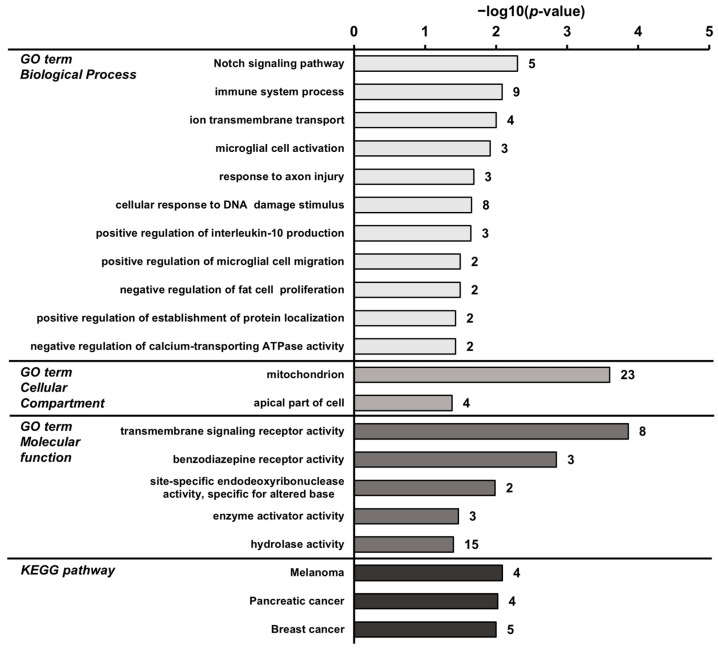
Enriched gene ontology (GO) terms by “biological process”, “cellular compartment”, “molecular function”, and KEGG pathways assigned to the transcripts that were up-regulated in the *M. gastrocnemius* by a high-phosphorus diet (P_1.2_) compared with an adequate-phosphorus diet (P_0.3_). Adult male C57BL/6J mice were fed a diet containing either 0.3% (P_0.3_) or 1.2% (P_1.2_) phosphorus for 6 weeks. GO terms and KEGG pathways are sorted using their enrichment *p*-values (EASE score) (top: lowest *p*-value; bottom: highest *p*-value). Only GO terms and KEGG pathways with *p* < 0.05 are shown. The number of linked up-regulated genes is indicated next to the bars. *n* = 6 mice/group.

**Figure 5:**
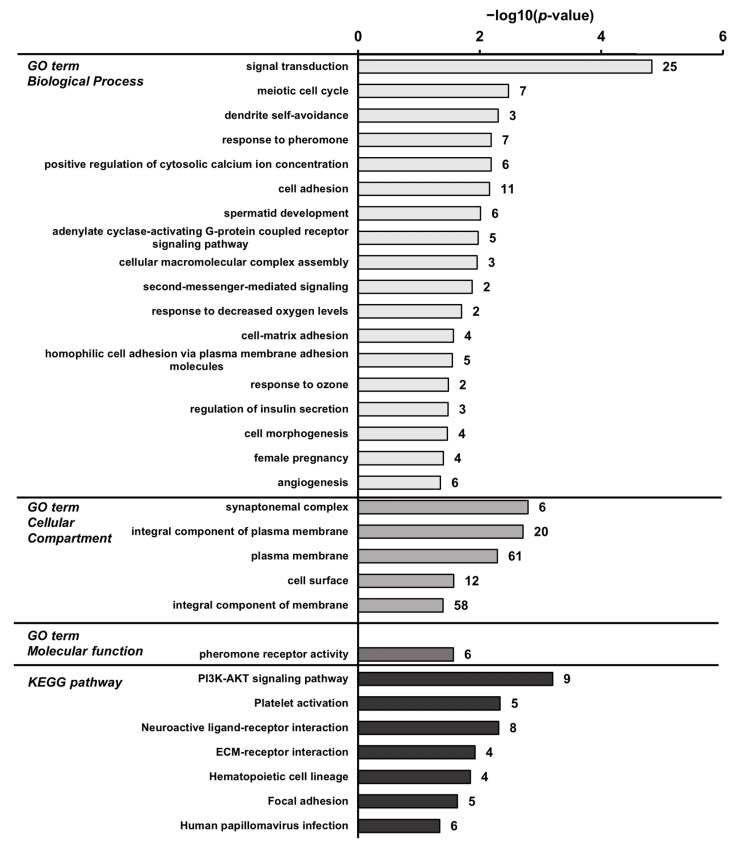
Enriched gene ontology (GO) terms by “biological process”, “cellular compartment”, “molecular function”, and KEGG pathways assigned to the transcripts that were down-regulated in the *M. gastrocnemius* by a high-phosphorus diet (P_1.2_) compared with an adequate-phosphorus diet (P_0.3_). Adult male C57BL/6J mice were fed a diet containing either 0.3% (P_0.3_) or 1.2% (P_1.2_) phosphorus for 6 weeks. GO terms and KEGG pathways are sorted using their enrichment *p*-values (EASE score) (top: lowest *p*-value; bottom: highest *p*-value). Only GO terms and KEGG pathways with *p* < 0.05 are shown. The number of linked down-regulated genes is indicated next to the bars. *n* = 6 mice/group.

**Figure 6:**
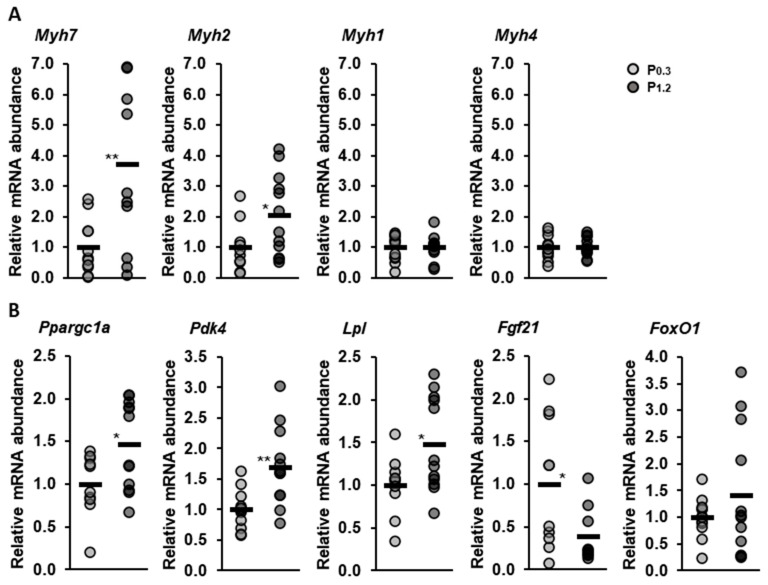
Normalized relative mRNA abundances of genes encoding myosin isoforms of muscle fiber types (**A**) and regulation of energy metabolism (**B**) in the *M. gastrocnemius* of adult male C57BL/6J mice determined using qPCR. Mice were fed a diet containing either 0.3% (P_0.3_) or 1.2% (P_1.2_) phosphorus for 6 weeks. Data are provided as single (circle) and mean values (horizontal line) (*n* = 12 mice/group) expressed as folds of relative mRNA abundance of the P_0.3_ group. * (*p* < 0.05) and ** (*p* < 0.01) next to the horizontal line indicate statistically significant differences. Abbreviations: *Myh7*, myosin heavy chain 7 encoding for myosin heavy chain (MHC)-I; *Myh2*, myosin heavy chain 2 encoding for MHC-IIa; *Myh1*, myosin heavy chain 1 encoding for MHC-IIx; *Myh4*, myosin heavy chain 4 encoding for MHC-IIb; *Ppargc1a*, peroxisome proliferative-activated receptor, gamma, coactivator 1 alpha; *Pdk4*, pyruvate dehydrogenase kinase, isoenzyme 4; *Lpl*, lipoprotein lipase; *Fgf21*, fibroblast growth factor 21; and *Foxo1*, forkhead box O1.

**Figure 7:**
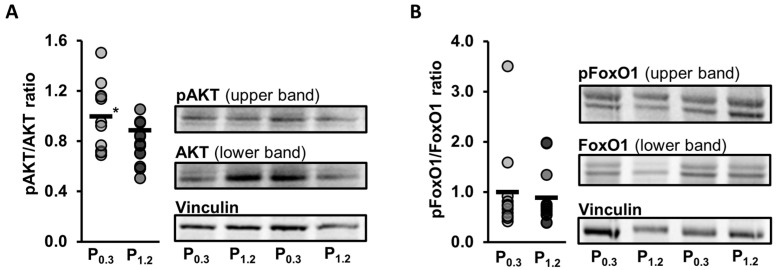
Normalized relative protein level of phosphorylated protein kinase B (pAKT) in relation to relative AKT level (**A**) and level of phosphorylated forkhead box O 1 (FoxO1) in relation to the level of FoxO1 (**B**), and representative images of the Western blot analysis in the *M. gastrocnemius* of adult male C57BL/6J mice. Mice were fed a diet containing either 0.3% (P_0.3_) or 1.2% (P_1.2_) phosphorus for 6 weeks. Data are provided as single (circle) and mean values (horizontal line) (*n* = 12 mice/group) expressed as fold ratios of the P_0.3_ group. * (*p* < 0.05) next to the horizontal line indicates statistically significant differences.

**Table 1:** Composition of the adequate- and the high-phosphorus diets.

Component (g/kg)	Adequate-Phosphorus Diet (0.30% Phosphorus)	High-Phosphorus Diet (1.20% Phosphorus)
Cornstarch	524.05	513.61
Casein ^2^	200	200
Sucrose	100	100
Soybean oil	50	50
Cellulose	50	50
Mineral mix ^1^	25	25
KH_2_PO_4_ ^2,3^	6.86	46.39
KHCO_3_ ^4^	29.09	-
Vitamin mix ^5^	10	10
Titanium dioxide	5	5

^1^ The mineral mix provided the following per kg diet: calcium, 5 g; chloride, 1.57 g; sodium, 1.02 g; magnesium, 0.51 g; iron, 35 mg; zinc, 30 mg; manganese, 10 mg; copper, 6 mg; chromium, 1 mg; fluoride, 1 mg; iodate, 0.2 mg; molybdate, 0.15 mg; selenium; 0.15 mg; and lithium, 0.10 mg. ^2^ Casein provided 1.44 g phosphorus per kg diet. ^3^ KH_2_PO_4_ provided the following per kg diet: 1.561 g of phosphorus, 1.97 g of potassium in the 0.30% diet and 10.56 g of phosphorus, and 13.33 g of potassium in the 1.20% diet. ^4^ KHCO_3_ provided 11.36 g of potassium per kg of the 0.30% diet. ^5^ The vitamin mix provided the following per kg diet: choline, 1 g; all-rac-α tocopherol acetate, 75 mg; nicotinic acid, 30 mg; pantothenic acid, 15 mg; riboflavin, 6 mg; pyridoxine HCl, 6 mg; thiamine HCl, 5 mg; folic acid, 2 mg; all-trans-retinol, 1.38 mg; menadione sodium bisulfate, 0.75 mg; biotin, 0.2 mg; cholecalciferol, 0.025 mg; and cyanocobalamin, 0.025 mg.

**Table 2:** Body and organ weights, as well as feed and energy intake, of adult male C57BL/6J mice. Mice were fed diets with either 0.3% (P_0.3_) or 1.2% (P_1.2_) phosphorus for 6 weeks.

	P_0.3_	P_1.2_	*p*-Value
Body weight, g			
Initial	29.8 ± 1.8	29.8 ± 2.0	0.960
Week 1	30.1 ± 1.6	29.6 ± 2.3	0.563
Week 2	30.7 ± 1.6	30.4 ± 2.3	0.679
Week 3	31.6 ± 1.4	30.7 ± 2.0	0.235
Week 4	32.3 ± 1.6	31.2 ± 2.1	0.162
Week 5	33.0 ± 1.6	31.4 ± 1.8	0.033
Week 6	34.0 ± 1.6	31.7 ± 1.8	0.003
Feed and energy intake			
Daily feed intake, g	3.77 ± 0.44	3.87 ± 0.58	0.759
Daily energy intake, KJ	62.6 ± 7.3	63.7 ± 9.6	0.821
Tibia length and organ weights			
*Tibia* length right, cm	1.78 ± 0.08	1.79 ± 0.02	0.730
*Tibia* length left, cm	1.80 ± 0.03	1.79 ± 0.02	0.294
Heart, mg	151 ± 12	159 ± 25	0.324
Kidney right, mg	177 ± 11	194 ± 32	0.099
Liver, g	1.54 ± 0.14	1.16 ± 0.24	<0.001
Liver to body weight ratio, mg/g	4.53 ± 0.40	3.65 ± 0.71	0.001
*M. soleus* right, mg	9.75 ± 1.19	9.61 ± 1.48	0.799
*M. gastrocnemius* right, mg	170 ± 15	171 ± 14	0.871
*M. rectus femoris* right, mg	218 ± 47	208 ± 53	0.627

Data are means and standard deviations (*n* = 12 mice/group and *n* = 6 cages/group for feed and energy intake, respectively).

**Table 3:** Apparent total tract digestibility (ATTD) of nutrients in adult male C57BL/6J mice. Mice were fed a diet containing either 0.3% (P_0.3_) or 1.2% (P_1.2_) phosphorus for 6 weeks.

	P_0.3_	P_1.2_	*p*-Value
ATTD, %			
Phosphorus	40.4 ± 3.9	73.3 ± 1.0	0.002
Calcium	5.09 ± 3.03	5.13 ± 2.17	0.222
Crude ash	54.5 ± 1.0	63.0 ± 0.8	0.001
Crude lipids	97.7 ± 0.5	96.5 ± 0.4	0.001
Gross energy	91.2 ± 0.4	90.6 ± 0.4	0.024

Data are means and standard deviations (*n* = 6 cages/group).

**Table 4:** Plasma concentrations of calcium and inorganic phosphate in adult male C57BL/6J mice. Mice were fed a diet containing either 0.3% (P_0.3_) or 1.2% (P_1.2_) phosphorus for 6 weeks.

	P_0.3_	P_1.2_	*p*-Value
Plasma concentration, mmol/L			
Calcium	2.42 ± 0.10	2.27 ± 0.13	0.004
Inorganic phosphate	2.16 ± 0.15	2.26 ± 0.19	0.127

Data are means and standard deviations (*n* = 12 mice/group).

**Table 5:** Concentrations of lipid classes in the *M. gastrocnemius* of adult male C57BL/6J mice. Mice were fed a diet containing either 0.3% (P_0.3_) or 1.2% (P_1.2_) phosphorus for 6 weeks.

	P_0.3_	P_1.2_	*p*-Value
Major lipid classes, nmol/mg wet weight			
Triacylglycerol	7.61 ± 8.83	6.22 ± 5.66	0.987
Phosphatidylcholine (PC)	6.76 ± 1.05	6.09 ± 0.72	0.092
Phosphatidylethanolamine (PE)	2.45 ± 0.64	1.93 ± 0.34	0.027
Phosphatidylinositol	1.69 ± 0.19	1.67 ± 0.14	0.747
Free cholesterol	1.37 ± 0.47	1.48 ± 0.39	0.427
Minor lipid classes, pmol/mg wet weight			
Phosphatidylserine	678 ± 103	669 ± 69	0.895
PE-based plasmalogens	676 ± 171	697 ± 126	0.625
Cardiolipin	438 ± 155	325 ± 118	0.060
Sphingomyelin	258 ± 62	271 ± 45	0.428
Diacylglycerol	164 ± 88	121 ± 30	0.058
Phosphatidylglycerol	94.9 ± 18.1	77.4 ± 11.8	0.011
PC ether	67.1 ± 44.3	81.5 ± 51.7	0.419
Hexosylceramide	61.0 ± 90.8	87.8 ± 106	0.584
Lysophosphatidylcholine	51.5 ± 12.8	38.4 ± 7.1	0.004
Ceramide	36.1 ± 5.7	35.1 ± 3.8	0.685
Lysophosphatidylethanolamine	27.3 ± 9.9	24.2 ± 7.6	0.422
Cholesteryl ester	5.60 ± 3.73	4.89 ± 8.61	0.119
Sums, nmol/mg wet weight			
Total	22.4 ± 9.7	19.8 ± 5.1	0.495
Phospholipids	13.2 ± 2.3	11.9 ± 1.2	0.090
Lipid composition, % of total lipids			
Phosphatidylcholine	33.4 ± 9.8	32.6 ± 8.5	0.898
Triacylglycerol	27.0 ± 21.5	27.0 ± 19.6	0.420
Phosphatidylethanolamine	12.1 ± 4.3	10.5 ± 3.7	0.534
Phosphatidylinositol	8.46 ± 2.56	8.88 ± 2.09	0.383
Free cholesterol	6.59 ± 2.03	7.97 ± 2.96	0.564
Phosphatidylserine	3.36 ± 1.01	3.58 ± 0.92	0.332
PE-based plasmalogens	3.27 ± 0.92	3.74 ± 1.14	0.136
Cardiolipin	2.17 ± 0.91	1.83 ± 0.96	0.661
Sphingomyelin	1.25 ± 0.34	1.45 ± 0.41	0.464
Diacylglycerol	0.734 ± 0.132	0.575 ± 0.238	0.095
Phosphatidylglycerol	0.461 ± 0.119	0.413 ± 0.110	0.357
PC ether	0.303 ± 0.112	0.451 ± 0.333	0.927
Lysophosphatidylcholine	0.247 ± 0.067	0.206 ± 0.063	0.266
Hexosylceramide	0.235 ± 0.231	0.498 ± 0.643	0.227
Ceramide	0.183 ± 0.063	0.187 ± 0.046	0.092
Lysophosphatidylethanolamine	0.129 ± 0.040	0.133 ± 0.059	0.829
Cholesteryl ester	0.0234 ± 0.0088	0.0209 ± 0.0305	0.243

Data are means and standard deviations (*n* = 12 mice/group).

**Table 6:** Normalized relative protein levels of phosphorylated (p) and unphosphorylated protein kinase B (AKT) and forkhead box O 1 (FoxO1) in the *M. gastrocnemius* of adult male C57BL/6J mice. Mice were fed a diet containing either 0.3% (P_0.3_) or 1.2% (P_1.2_) phosphorus for 6 weeks.

	P_0.3_	P_1.2_	*p*-Value
Relative protein level			
AKT	1.00 ± 0.31	1.20 ± 0.50	0.277
pAKT	1.00 ± 0.36	0.93 ± 0.42	0.655
FoxO1	1.00 ± 0.68	1.10 ± 0.87	0.945
pFoxO1	1.00 ± 0.39	0.98 ± 0.45	0.890

Protein levels were normalized to the reference protein vinculin. Data are means and standard deviations (*n* = 12 mice/group) as folds of the relative protein level of the P_0.3_ group.

## Data Availability

The microarray data have been deposited in MIAME compliant format in the NCBI’s Gene Expression Omnibus public repository (GEO accession no. GSE236311). The other datasets used and analyzed during the current study are available from the corresponding author on reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu15173734/s1, Table S1. Characteristics of gene-specific primers used for qPCR analysis in the *M. gastrocnemius* of adult male C57BL/6J mice. Mice were fed a diet containing either 0.3% (P_0.3_) or 1.2% (P_1.2_) phosphorus for 6 weeks. Table S2. Individual lipid species significantly (*p* < 0.05) affected in the *M. gastrocnemius* of adult male C57BL/6J mice fed a diet containing either 0.3% (P_0.3_) or 1.2% (P_1.2_) phosphorus for 6 weeks. Table S3. qPCR validation of the transcriptome data for selected differentially expressed transcripts (fold change (FC) > 1.3 or <−1.3, *p* < 0.05) in the *M. gastrocnemius* of adult male C57BL/6J mice. Mice were fed a diet containing either 0.3% (P_0.3_) or 1.2% (P_1.2_) phosphorus for 6 weeks. Table S4. Fold change (FC) and *p*-values of all differentially expressed transcripts (FC > 1.3 or <−1.3, *p* < 0.05) in the *M. gastrocnemius* of adult male C57BL/6J mice. Mice were fed a diet containing either 0.3% (P_0.3_) or 1.2% (P_1.2_) phosphorus for 6 weeks.

# Supplementary material for: A High-Phosphorus Diet Moderately Alters the Lipidome and Transcriptome in the Skeletal Muscle of Adult Mice
**Source:** Nutrients. 2023 Aug 25;15(17):3734. doi: 10.3390/nu15173734
**Supplement:** Supplementary file 1

Supplementary

Table S1. Characteristics of gene-specific primers used for qPCR analysis in the *M. gastrocnemius* of adult male C57BL/6J mice. Mice were fed a diet containing either 0.3% (P_{0.3}) or 1.2% (P_{1.2}) phosphorus for 6 weeks.

Gene Symbol ¹	Name	Primer sequence	Accession	Annealing (°C)	Amplicon size (bp)
<i>Reference genes</i>					
<i>Actb</i>	actin, beta	AGTGTGACGTTGACATCCGT<br>AGCTCAGTAACAGTCCGCCTA	NM_007393.5	60	296
<i>B2m</i>	beta-2 microglobulin	CTCGGTGACCCTGGTCTTTC<br>CATGCTTAACCTCTGCAGGCG	NM_009735.3	60	305
<i>Ppia</i>	peptidylprolyl isomerase A	GCGTCTCCTTCGAGCTGTTT<br>ATGCCTTCTTTCACCTTCCCA	NM_008907.2	59	352
<i>Target genes</i>					
<i>Akt2</i>	thymoma viral proto-oncogene 2	TCAAACCTCCTCGGCAAGGGC<br>TCACCCCCGTTGGCATACTC	NM_007434.4	60	244
<i>Chac1</i>	ChaC, cation transport regulator 1	TCCATAGGGGCAGCGACAAG<br>AGTGCTGTGAGGGGTTGGTC	NM_026929.4	60	214
<i>Fbxl12os</i>	F-box and leucine-rich repeat protein 12, opposite strand	GGGTGGCACCGATTCTCTT<br>CCTCGCTCTTCGCTCAGACT	NR_033729.1	62	118
<i>Fgf21</i>	fibroblast growth factor 21	CCTGCGTCTGCCTCAGAAGG<br>GAGTCAGGACGCATAGCTGGG	NM_020013.4	63	205
<i>Foxo1</i>	forkhead box O1	GAGAAGAGGCTCACCTGTCTG<br>TTGCCTCCCTCTGGATTGAGC	NM_019739.3	60	203
<i>Gdap10</i>	ganglioside-induced differentiation-associated-protein 10	GCCTGGCACGTAGAACAAAC<br>AGTTTGCTGCCCTCGTTACT	NR_045032.2	60	104
<i>Lpl</i>	lipoprotein lipase	TGAGGATGGCAAGCAACACA<br>TTGTTTGTCCAGTGTCAGCC	NM_008509.2	57	384
<i>Lrp2bp</i>	Lrp2 binding protein	GCAGCGAGAAGTTGCCCAA<br>TCCTCAAACCTGTGCCAAGGCT	NM_026278.3	60	238
<i>Mageb16</i>	MAGE family member B16	TGGTCTTTGGGCTGGATGTG<br>AATCTCCTCTTCAGTGGCACG	NM_028025.1	60	185
<i>Myh1</i>	myosin, heavy polypeptide 1	GGAAGCCCGCAATGCAGAAGAG<br>TGTTTGCGCAGACCCCTTGATAGC	NM_030679.2	62	291
<i>Myh2</i>	myosin, heavy polypeptide 2	GGACGACTGCAGACCGAATCC<br>AGCCTTAGACTCCTGCTCCTCC	NM_001039545.2	64	234
<i>Myh4</i>	myosin, heavy polypeptide 4	AGCTGGAGTTGAACCAGGTGA<br>CATCATTCCTGCTGCGGATCT	NM_010855.3	60	147
<i>Myh7</i>	myosin, heavy polypeptide 7	CAGGAGAAGAAGGTGCGCATGG<br>GCTTGCTCATCCTCAATCCTGGC	NM_080728.3	64	179

<i>Olfr1474</i>	olfactory receptor 1474	ACTTGGTGCTACACTTGTGGG<br>TG TAGCCAAGACGAGCAGTG	AY318693.1	60	177
<i>Olfr384</i>	olfactory receptor 384	CCCATCTCCACACACCCATGT<br>GGAGATGGATGGGTCTCTGGC	AY317484.1	60	122
<i>Pdk4</i>	pyruvate dehydrogenase kinase, iso-enzyme 4	CCTGCCTGACCGCTTAGTGAA<br>GGCTTTCTGGTCTTCTGGGCT	AF239176.1	58	115
<i>Ppargc1a</i>	peroxisome proliferative activated receptor, gamma, co-activator 1 alpha	CTGGGTGGATTGAAGTGGTG<br>TCAGTGCATCAAATGAGGGC	NR_027710.2	60	184
<i>Ric3</i>	RIC3 acetylcholine receptor chaperone	TGGAAACGCCCCACAGGAAGAT<br>ACCCTGGTGATTTCTCGGAGC	NM_001038624.1	60	186
<i>Sfxn2</i>	sideroflexin 2	TGGCAGTGGGTGAACCAGTC<br>GGCCACCGCAGTAGTAGTAGC	AF325261.1	60	123
<i>Slc2a12</i>	solute carrier family 2 (facilitated glucose transporter), member 12	CACTCCCTACAGCAAGGGCT<br>CACTAAGCACCAACCAAGGCA	NM_178934.4	60	236
<i>Tmem45b</i>	transmembrane protein 45b	CTCTGAGGCTCGGAAGAGGC<br>GCTCTGCCAGGATCCCAATGA	NM_144936.1	62	233

¹ Eurofins Genomics (Ebersberg, Deutschland)

Table S2. Individual lipid species significantly ($p < 0.05$) affected in the *M. gastrocnemius* of adult male C57BL/6J mice fed a diet containing either 0.3% (P_{0.3}) or 1.2% (P_{1.2}) phosphorus for 6 weeks.

Individual lipid species	P _{0.3}	P _{1.2}	P-value
Cholesterol ester (CE)			
CE 22:6	0.372 ± 0.188	0.204 ± 0.105	0.013
CE 20:4	2.16 ± 1.10	1.07 ± 0.55	0.006
Ceramide (Cer)			
Cer 18:1;O2/22:0	2.08 ± 0.71	1.52 ± 0.40	0.026
Cardiolipin (CL)			
CL 70:7	14.8 ± 5.8	10.1 ± 3.7	0.027
CL 72:7	54.5 ± 25.2	35.6 ± 18.3	0.047
CL 72:8	55.6 ± 29.8	33.5 ± 21.1	0.047
CL 80:10	2.89 ± 2.42	1.03 ± 1.59	0.036
CL 72:10	6.00 ± 2.29	4.17 ± 2.02	0.049
CL 76:12	22.3 ± 9.6	15.0 ± 7.5	0.049
CL 70:6	17.9 ± 5.5	13.7 ± 3.6	0.032
CL 72:9	10.3 ± 3.2	7.89 ± 2.44	0.045
Diacylglycerol (DG)			
DG 32:0	21.0 ± 5.39	15.6 ± 4.7	0.018
DG 38:5	5.23 ± 1.67	3.14 ± 1.36	0.004
Lysophosphatidylcholine (LPC)			
LPC 18:1	4.32 ± 1.48	3.04 ± 0.62	0.011

LPC 18:3	0.167 ± 0.055	0.117 ± 0.031	0.013
LPC 20:4	2.71 ± 1.18	1.88 ± 0.43	0.031
LPC 22:6	4.38 ± 2.51	2.70 ± 1.08	0.045
LPC 16:1	0.947 ± 0.366	0.654 ± 0.085	0.013
LPC 18:2	5.04 ± 1.82	3.62 ± 1.30	0.039
LPC 16:0	18.9 ± 3.9	14.9 ± 3.0	0.010
LPC 18:0	10.6 ± 1.9	7.82 ± 1.29	0.000
LPC 20:0	0.284 ± 0.090	0.191 ± 0.063	0.008
LPC 20:3	0.488 ± 0.141	0.281 ± 0.110	0.001
Phosphatidylcholine (PC)			
PC 36:2	173 ± 63	129 ± 27	0.034
PC 32:1	276 ± 45	232 ± 39	0.017
PC 34:2	611 ± 105	518 ± 59	0.014
PC 36:3	158 ± 23	134 ± 28	0.037
PC ether (PC O)			
PC O-36:5	11.6 ± 1.4	13.5 ± 2.3	0.022
Phosphatidylethanolamine (PE)			
PE 34:2	12.4 ± 2.7	9.68 ± 1.12	0.004
PE 34:3	1.78 ± 0.43	1.49 ± 0.20	0.044
PE 38:4	181 ± 66	126 ± 26	0.013
PE 40:6	1250 ± 448	903 ± 258	0.028
PE 42:7	11.2 ± 3.55	8.07 ± 2.35	0.020
PE 36:3	8.03 ± 2.50	6.03 ± 0.80	0.015
PE 36:5	1.98 ± 0.39	1.63 ± 0.13	0.007
PE 32:1	2.70 ± 0.38	2.24 ± 0.20	0.001
PE 36:4	21.4 ± 3.2	17.7 ± 2.0	0.003
PE 38:3	9.00 ± 2.37	7.00 ± 1.71	0.027
PE 38:6	544 ± 60	465 ± 82	0.013
PE 42:6	5.26 ± 1.88	3.71 ± 0.99	0.019
PE based plasmalogens (PE P)			
PE P-16:0/18:2	5.25 ± 0.97	4.57 ± 0.42	0.036
PE P-16:0/20:5	1.09 ± 0.34	0.705 ± 0.226	0.003
PE P-18:0/20:5	0.710 ± 0.228	0.479 ± 0.163	0.009
PE P-18:1/20:5	0.327 ± 0.089	0.238 ± 0.087	0.023
Phosphatidylglycerol (PG)			
PG 34:2	10.7 ± 2.8	7.87 ± 1.34	0.004
PG 32:0	4.39 ± 1.49	3.22 ± 0.98	0.033
PG 34:1	51.8 ± 9.4	41.7 ± 6.6	0.006
Phosphatidylinositol (PI)			
PI 34:1	20.1 ± 7.0	13.5 ± 4.4	0.012
PI 36:3	10.1 ± 2.7	7.95 ± 1.61	0.023
Phosphatidylserine (PS)			

PS 38:3	12.1 ± 2.6	9.83 ± 1.29	0.007
PS 40:5	98.3 ± 15.5	114 ± 16	0.020
Sphingomyelin (SM)			
SM 36:1;O2	132 ± 16	151 ± 20	0.017

Shown are means and standard deviation (n = 12/group).

Table S3. qPCR validation of transcriptome data for selected differentially expressed transcripts (fold change (FC) > 1.3 or < −1.3, $p < 0.05$) in the *M. gastrocnemius* of adult male C57BL/6J mice. Mice were fed a diet containing either 0.3% (P_{0.3}) or 1.2% (P_{1.2}) phosphorus for 6 weeks.

Gene symbol	Gene Description	Transcriptome		qPCR	
		FC	P-value	FC	P-value
<i>Chac1</i>	ChaC, cation transport regulator 1	3.54	0.044	2.04	0.119
<i>Gdap10</i>	ganglioside-induced differentiation-associated-protein 10	1.95	0.022	−1.04	0.838
<i>Lrp2bp</i>	Lrp2 binding protein	1.57	0.035	1.15	0.421
<i>Slc2a12</i>	solute carrier family 2 (facilitated glucose transporter), member 12	1.48	0.001	1.35	0.041
<i>Sfxn2</i>	sideroflexin 2	1.44	0.001	1.21	0.207
<i>Akt2</i>	thymoma viral proto-oncogene 2	1.40	0.034	1.04	0.856
<i>Tmem45b</i>	transmembrane protein 45b	−1.52	0.011	−1.59	0.201
<i>Fbxl12os</i>	F-box and leucine-rich repeat protein 12, opposite strand	−1.60	0.016	−1.26	0.474
<i>Mageb16</i>	melanoma antigen family B, 16	−1.62	0.026	−1.46	0.424
<i>Olfr1474</i>	olfactory receptor 1474	−1.64	0.037	−1.34	0.488
<i>Olfr384</i>	olfactory receptor 384	−1.66	0.006	−1.61	0.229
<i>Ric3</i>	resistance to inhibitors of cholinesterase 3 homolog (C. elegans)	−1.67	0.013	−1.39	0.139

FC was calculated from n = 6 samples/group. qPCR FC was calculated from n = 12 samples/group.

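The array values behind the table are log2 signals of 1 array per mouse, from which the authors formed a signed fold change: 2 to the power of the log2 difference where the P1.2 group is higher, and minus 2 to its size where it is lower, so that no value lies between -1 and 1. The 12 transcripts range from 19% (Ric3) to 88% (Akt2) in the ranking of all transcripts by mean signal, counted from the dimmest. For Tmem45b and Mageb16 this rank is 25% and 20%, and for Chac1, Gdap10 and Lrp2bp it is 70%, 74% and 77%.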

Table S4. Fold change (FC) and p -values of all differentially expressed transcripts (FC > 1.3 or < −1.3, $p < 0.05$) in the *M. gastrocnemius* of adult male C57BL/6J mice. Mice were fed a diet containing either 0.3% (P_{0.3}) or 1.2% (P_{1.2}) phosphorus for 6 weeks.

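Stbd1 and Timeless are examples of genes in this table that its title criteria select and that the paper's text does not take up. Stbd1, a starch-binding protein gene that binds glycogen, had a log2 signal of 6.00 ± 0.26 (SD, n = 6) in the P0.3 group and 6.59 ± 0.42 (SD, n = 6) in the P1.2 group, a log2 fold change of 0.60 (standard error 0.19), with P0.3 replicate 7 at 6.50, and Timeless, with a dim signal, one of -0.44 (standard error 0.16). The p in the table is the authors' unadjusted p of a test on log2 signals with 6 arrays per group, and the deposited values give it back to within 1e-06 for all 22206 transcripts. Of the 362 rows of the table that could be read, 352 have the symbol and the fold change found here.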

Gene Symbol	Gene Description	FC	P-value
<i>Chac1</i>	ChaC, cation transport regulator 1	3.54	0.044
<i>Arhgap26</i>	Rho GTPase activating protein 26	2.26	0.037
<i>Gdap10</i>	ganglioside-induced differentiation-associated-protein 10	1.95	0.022
<i>Clec4a2</i>	C-type lectin domain family 4, member a2	1.86	0.005
<i>Gm10600</i>	predicted gene 10600 (Source:MGI Symbol;Acc:MGI:3710628)	1.70	0.011
<i>Gm10490</i>	predicted gene 10490 (Source:MGI Symbol;Acc:MGI:3642001)	1.66	0.028
<i>Casp4</i>	caspase 4, apoptosis-related cysteine peptidase	1.64	0.019
<i>Prepl</i>	prolyl endopeptidase-like	1.61	0.020
<i>Ppm1k</i>	protein phosphatase 1K (PP2C domain containing)	1.61	0.046
<i>Pclo</i>	piccolo (presynaptic cytomatrix protein)	1.60	0.007
<i>Lce3a</i>	late cornified envelope 3A	1.59	0.013
<i>Lrp2bp</i>	Lrp2 binding protein	1.57	0.035

<i>Olfr1079</i>	olfactory receptor 1079	1.55	0.012
<i>Klhl38</i>	kelch-like 38	1.54	0.038
<i>Mchr1</i>	melanin-concentrating hormone receptor 1	1.53	0.008
<i>Polr1e</i>	polymerase (RNA) I polypeptide E	1.51	0.012
<i>Stbd1</i>	starch binding domain 1	1.51	0.015
<i>Gm11037</i>	predicted gene 11037 (Source:MGI Symbol;Acc:MGI:3779261)	1.51	0.033
<i>Abcb7</i>	ATP-binding cassette, sub-family B (MDR/TAP), member 7	1.49	0.019
<i>Foxj1</i>	forkhead box J1	1.49	0.013
<i>Isoc2a</i>	isochorismatase domain containing 2a	1.49	0.045
<i>Slc2a12</i>	solute carrier family 2 (facilitated glucose transporter), member 12	1.48	0.001
<i>Dync2h1</i>	dynein cytoplasmic 2 heavy chain 1	1.47	0.007
<i>Zfp369</i>	zinc finger protein 369	1.47	0.025
<i>Caml</i>	calcium modulating ligand	1.46	0.012
<i>Srbd1</i>	S1 RNA binding domain 1	1.45	0.003
<i>Gm9944</i>	predicted gene 9944 (Source:MGI Symbol;Acc:MGI:3642412)	1.45	0.025
<i>Prkra</i>	protein kinase, interferon inducible double stranded RNA dependent activator	1.45	0.002
<i>Gm11568</i>	predicted gene 11568	1.45	0.005
<i>Adgre5</i>	adhesion g protein-coupled receptor E5	1.44	0.033
<i>Cdh6</i>	cadherin 6	1.44	0.017
<i>4930572O03Rik</i>	spermatogenesis associated glutamate (E)-rich protein pseudogene	1.44	0.013
<i>Dnah6</i>	dynein, axonemal, heavy chain 6	1.44	0.028
<i>Sfxn2</i>	sideroflexin 2	1.44	0.001
<i>Nip7</i>	nuclear import 7 homolog (S. cerevisiae)	1.43	0.007
<i>Hist1h4d</i>	histone cluster 1, H4d	1.43	0.022
<i>Ampd2</i>	adenosine monophosphate deaminase 2	1.43	0.009
<i>Aldh4a1</i>	aldehyde dehydrogenase 4 family, member A1	1.42	0.008
<i>Mbnl3</i>	muscleblind-like 3 (Drosophila)	1.42	0.036
<i>4933408B17Rik</i>	RIKEN cDNA 4933408B17 gene	1.42	0.007
<i>Hscb</i>	HscB iron-sulfur cluster co-chaperone homolog (E. coli)	1.42	0.040
<i>Phf8</i>	PHD finger protein 8	1.42	0.005
<i>Mecr</i>	mitochondrial trans-2-enoyl-CoA reductase	1.42	0.037
<i>Tlr9</i>	toll-like receptor 9	1.42	0.010
<i>Olfr332</i>	olfactory receptor 332	1.41	0.010
<i>Snai3</i>	snail family zinc finger 3	1.41	0.040
<i>Pvrl3</i>	poliovirus receptor-related 3	1.41	0.050
<i>Gm8994</i>	predicted gene 8994	1.41	0.037
<i>Acot1</i>	acyl-CoA thioesterase 1	1.41	0.012
<i>Ddias</i>	DNA damage-induced apoptosis suppressor	1.41	0.002
<i>Pkhd1l1</i>	polycystic kidney and hepatic disease 1-like 1	1.40	0.033
<i>Trem2</i>	triggering receptor expressed on myeloid cells 2	1.40	0.034
<i>AI182371</i>	expressed sequence AI182371	1.40	0.020
<i>Akt2</i>	thymoma viral proto-oncogene 2	1.40	0.034
<i>Olfr832</i>	olfactory receptor 832	1.40	0.043
<i>Gm9930</i>	predicted gene 9930 (Source:MGI Symbol;Acc:MGI:3642400)	1.40	0.021
<i>Caap1</i>	caspase activity and apoptosis inhibitor 1	1.40	0.008

<i>Cyp3a59</i>	cytochrome P450, family 3, subfamily a, polypeptide 59	1.40	0.013
<i>Gm17615</i>	predicted gene, 17615 (Source:MGI Symbol;Acc:MGI:4937249)	1.39	0.037
<i>Gnpda1</i>	glucosamine-6-phosphate deaminase 1	1.39	0.017
<i>Acsl5</i>	acyl-CoA synthetase long-chain family member 5	1.39	0.027
<i>Peak1</i>	pseudopodium-enriched atypical kinase 1	1.39	0.032
<i>Aknad1</i>	AKNA domain containing 1	1.39	0.049
<i>Adhfe1</i>	alcohol dehydrogenase, iron containing, 1	1.39	0.038
<i>Mcm7</i>	minichromosome maintenance deficient 7 (S. cerevisiae)	1.39	0.034
<i>Tmie</i>	transmembrane inner ear	1.39	0.024
<i>Tyw3</i>	tRNA-yW synthesizing protein 3 homolog (S. cerevisiae)	1.39	0.033
<i>Edrf1</i>	erythroid differentiation regulatory factor 1	1.39	0.022
<i>Mtmr7</i>	myotubularin related protein 7	1.39	0.002
<i>Tas2r109</i>	taste receptor, type 2, member 109	1.38	0.030
<i>Car5b</i>	carbonic anhydrase 5b, mitochondrial	1.38	0.035
<i>Simc1</i>	SUMO-interacting motifs containing 1	1.38	0.036
<i>Zfp418</i>	zinc finger protein 418	1.38	0.003
<i>Ralgds</i>	ral guanine nucleotide dissociation stimulator	1.38	0.032
<i>Smpd2</i>	sphingomyelin phosphodiesterase 2, neutral	1.38	0.039
<i>1810037I17Rik</i>	RIKEN cDNA 1810037I17 gene	1.38	0.000
<i>Fgf2</i>	fibroblast growth factor 2	1.38	0.015
<i>Sycp1</i>	synaptonemal complex protein 1	1.37	0.008
<i>Kri1</i>	KRI1 homolog (S. cerevisiae)	1.37	0.008
<i>Adgrf4</i>	adhesion g protein-coupled receptor F4	1.37	0.027
<i>Paox</i>	polyamine oxidase (exo-N4-amino)	1.37	0.023
<i>Jag1</i>	jagged 1	1.37	0.024
<i>Trp53i13</i>	transformation related protein 53 inducible protein 13	1.37	0.002
<i>Saal1</i>	serum amyloid A-like 1	1.37	0.011
<i>Rsrp1</i>	arginine/serine rich protein 1	1.37	0.046
<i>Cpsf7</i>	cleavage and polyadenylation specific factor 7	1.37	0.011
<i>Olfr329-ps</i>	olfactory receptor 329, pseudogene	1.37	0.018
<i>Ercc5</i>	excision repair cross-complementing rodent repair deficiency, complementation group 5	1.36	0.001
<i>Cuedc1</i>	CUE domain containing 1	1.36	0.037
<i>Apex1</i>	apurinic/aprimidinic endonuclease 1	1.36	0.003
<i>Rbmxl1</i>	RNA binding motif protein, X-linked like-1	1.36	0.021
<i>Trip13</i>	thyroid hormone receptor interactor 13	1.36	0.010
<i>Apobec3</i>	apolipoprotein B mRNA editing enzyme, catalytic polypeptide 3	1.35	0.032
<i>Olfr1216</i>	olfactory receptor 1216	1.35	0.047
<i>Gabrg3</i>	gamma-aminobutyric acid (GABA) A receptor, subunit gamma 3	1.35	0.040
<i>Ints3</i>	integrator complex subunit 3	1.35	0.002
<i>Golgb1</i>	golgi autoantigen, golgin subfamily b, macrogolgin 1	1.35	0.003
<i>Gm3002</i>	alpha-takusan pseudogene	1.35	0.040
<i>Gabra6</i>	gamma-aminobutyric acid (GABA) A receptor, subunit alpha 6	1.35	0.050
<i>Nepro</i>	nucleolus and neural progenitor protein	1.35	0.045
<i>1700007K13Rik</i>	RIKEN cDNA 1700007K13 gene	1.34	0.050
<i>Nup205</i>	nucleoporin 205	1.34	0.005

<i>Tusc3</i>	tumor suppressor candidate 3	1.34	0.007
<i>Frm4b</i>	FERM domain containing 4B	1.34	0.001
<i>P2rx4</i>	purinergic receptor P2X, ligand-gated ion channel 4	1.33	0.043
<i>Ankrd35</i>	ankyrin repeat domain 35	1.33	0.042
<i>Olf1109</i>	olfactory receptor 1109	1.33	0.033
<i>Ppm1e</i>	protein phosphatase 1E (PP2C domain containing)	1.33	0.000
<i>Tmlhe</i>	trimethyllysine hydroxylase, epsilon	1.33	0.034
<i>Fam213b</i>	family with sequence similarity 213, member B	1.33	0.017
<i>Stard7</i>	START domain containing 7	1.33	0.015
<i>Magee1</i>	melanoma antigen, family E, 1	1.33	0.046
<i>Dna2</i>	DNA replication helicase 2 homolog (yeast)	1.33	0.011
<i>Gm2483</i>	PREDICTED: predicted gene 2483 (Gm2483), mRNA.	1.33	0.019
<i>Pccb</i>	propionyl Coenzyme A carboxylase, beta polypeptide	1.32	0.027
<i>Pik3ip1</i>	phosphoinositide-3-kinase interacting protein 1	1.32	0.008
<i>Slc24a2</i>	solute carrier family 24 (sodium/potassium/calcium exchanger), member 2	1.32	0.016
<i>Gadd45a</i>	growth arrest and DNA-damage-inducible 45 alpha	1.32	0.040
<i>E2f3</i>	E2F transcription factor 3	1.32	0.036
<i>Gm21788</i>	predicted gene, 21788 (Source:MGI Symbol;Acc:MGI:5433952)	1.32	0.025
<i>Tspo</i>	translocator protein	1.32	0.021
<i>Smarcd2</i>	SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily d, member 2	1.32	0.014
<i>Cd300a</i>	CD300A antigen	1.32	0.029
<i>Dtx3l</i>	deltex 3-like (Drosophila)	1.32	0.007
<i>Cd300c</i>	CD300C antigen	1.32	0.034
<i>Dgke</i>	diacylglycerol kinase, epsilon	1.32	0.021
<i>Ppp2r2b</i>	protein phosphatase 2, regulatory subunit B, beta	1.32	0.044
<i>Tmem185b</i>	transmembrane protein 185B	1.32	0.048
<i>Arhgef10</i>	Rho guanine nucleotide exchange factor (GEF) 10	1.31	0.028
<i>Suv39h2</i>	suppressor of variegation 3-9 homolog 2 (Drosophila)	1.31	0.039
<i>Il23a</i>	interleukin 23, alpha subunit p19	1.31	0.030
<i>H2-T22</i>	histocompatibility 2, T region locus 22	1.31	0.031
<i>A230083G16Rik</i>	RIKEN cDNA A230083G16 gene	1.31	0.029
<i>Olf733</i>	olfactory receptor 733	1.30	0.024
<i>Rnf225</i>	ring finger protein 225	1.30	0.022
<i>C5ar1</i>	complement component 5a receptor 1	1.30	0.023
<i>Fbxw27</i>	PREDICTED: F-box and WD-40 domain protein 27, transcript variant 1 (Fbxw27), mRNA.	1.30	0.008
<i>Icosl</i>	icos ligand	1.30	0.009
<i>Spryd3</i>	SPRY domain containing 3	1.30	0.037
<i>Ptp4a3</i>	protein tyrosine phosphatase 4a3	1.30	0.004
<i>Ctu1</i>	cytosolic thioridylase subunit 1 homolog (S. pombe)	1.30	0.048
<i>Magea4</i>	melanoma antigen, family A, 4	1.30	0.018
<i>1700030K09Rik</i>	RIKEN cDNA 1700030K09 gene	-1.30	0.034
<i>Ppp2r2c</i>	protein phosphatase 2, regulatory subunit B, gamma	-1.30	0.032
<i>1700066B19Rik</i>	RIKEN cDNA 1700066B19 gene	-1.30	0.007

<i>Akr1c19</i>	aldo-keto reductase family 1, member C19	-1.30	0.013
<i>Pnma3</i>	paraneoplastic antigen MA3	-1.30	0.036
<i>Stx19</i>	syntaxin 19	-1.30	0.033
<i>Adgre4</i>	adhesion g protein-coupled receptor E4	-1.30	0.025
<i>Unc79</i>	unc-79 homolog (C. elegans)	-1.30	0.018
<i>Gm10573</i>	PREDICTED: predicted gene 10573 (Gm10573), mRNA.	-1.30	0.008
<i>Spata32</i>	spermatogenesis associated 32	-1.31	0.007
<i>Zyx</i>	zyxin	-1.31	0.023
<i>Slc22a29</i>	solute carrier family 22. member 29	-1.31	0.022
<i>Olf1r159</i>	olfactory receptor 159	-1.31	0.024
<i>1500015O10Rik</i>	RIKEN cDNA 1500015O10 gene	-1.31	0.031
<i>Fancm</i>	Fanconi anemia, complementation group M	-1.31	0.017
<i>Rhox4f</i>	reproductive homeobox 4F	-1.31	0.012
<i>Olf1r802</i>	olfactory receptor 802	-1.31	0.023
<i>Prl3a1</i>	prolactin family 3, subfamily a, member 1	-1.31	0.040
<i>Strip2</i>	striatin interacting protein 2	-1.31	0.014
<i>Creb3l3</i>	cAMP responsive element binding protein 3-like 3	-1.31	0.024
<i>Itga2</i>	integrin alpha 2	-1.31	0.009
<i>Ikzf3</i>	IKAROS family zinc finger 3	-1.31	0.000
<i>Csf3r</i>	colony stimulating factor 3 receptor (granulocyte)	-1.31	0.045
<i>Scgb1a1</i>	secretoglobin, family 1A, member 1 (uteroglobin)	-1.31	0.013
<i>Ccdc171</i>	coiled-coil domain containing 171	-1.31	0.007
<i>LOC100862019</i>	PREDICTED: palmitoyl-protein thioesterase 1-like (LOC100862019), mRNA.	-1.31	0.002
<i>Diras1</i>	DIRAS family, GTP-binding RAS-like 1	-1.32	0.021
<i>Gm20736</i>	predicted gene, 20736	-1.32	0.029
<i>Gm11562</i>	predicted gene 11562	-1.32	0.012
<i>Hist1h2aa</i>	histone cluster 1, H2aa	-1.32	0.012
<i>Srgap1</i>	SLIT-ROBO Rho GTPase activating protein 1	-1.32	0.012
<i>Tmc1</i>	transmembrane channel-like gene family 1	-1.32	0.005
<i>Btnl5-ps</i>	butyrophilin-like 5, pseudogene	-1.32	0.025
<i>Olf1r513</i>	olfactory receptor 513	-1.32	0.034
<i>Mrgprf</i>	MAS-related GPR, member F	-1.32	0.002
<i>Fga</i>	fibrinogen alpha chain	-1.32	0.045
<i>Speer4f2</i>	spermatogenesis associated glutamate (E)-rich protein 4f2 (Source:MGI Symbol;Acc:MGI:3781672)	-1.32	0.038
<i>Col6a4</i>	collagen, type VI, alpha 4	-1.32	0.001
<i>Gm7233</i>	predicted gene 7233 (Source:MGI Symbol;Acc:MGI:3648176)	-1.32	0.038
<i>Btbd16</i>	BTB (POZ) domain containing 16	-1.32	0.007
<i>Gm16405</i>	predicted gene 16405	-1.32	0.029
<i>Gm16405</i>	predicted gene 16405	-1.32	0.029
<i>Ceacam18</i>	carcinoembryonic antigen-related cell adhesion molecule 18	-1.32	0.025
<i>Adam1b</i>	a disintegrin and metallopeptidase domain 1b	-1.32	0.021
<i>1110017D15Rik</i>	RIKEN cDNA 1110017D15 gene	-1.32	0.049
<i>Cpne2</i>	copine II	-1.32	0.028
<i>Slc5a7</i>	solute carrier family 5 (choline transporter), member 7	-1.33	0.035

<i>Vmn1r129</i>	vomeroneural 1 receptor 129	-1.33	0.032
<i>Cyp2c70</i>	cytochrome P450, family 2, subfamily c, polypeptide 70	-1.33	0.035
<i>A930018P22Rik</i>	RIKEN cDNA A930018P22 gene	-1.33	0.001
<i>Sstr5</i>	somatostatin receptor 5	-1.33	0.005
<i>Cd209c</i>	CD209c antigen	-1.33	0.030
<i>Thsd7a</i>	thrombospondin, type I, domain containing 7A	-1.33	0.049
<i>Timd4</i>	T cell immunoglobulin and mucin domain containing 4	-1.33	0.033
<i>Fam19a4</i>	family with sequence similarity 19, member A4	-1.33	0.049
<i>Fpr1</i>	formyl peptide receptor 1	-1.33	0.044
<i>Traf3</i>	TNF receptor-associated factor 3	-1.33	0.019
<i>Nppc</i>	natriuretic peptide type C	-1.33	0.010
<i>Gm17714</i>	PREDICTED: predicted gene, 17714 (Gm17714), mRNA.	-1.33	0.005
<i>Gm10230</i>	predicted gene 10230	-1.34	0.023
<i>Gm6455</i>	predicted gene 6455	-1.34	0.025
<i>Tas2r143</i>	taste receptor, type 2, member 143	-1.34	0.042
<i>Prdm6</i>	PR domain containing 6	-1.34	0.007
<i>Gm10486</i>	predicted gene 10486	-1.34	0.039
<i>Olfml1</i>	olfactomedin-like 1	-1.34	0.028
<i>Baiap2l2</i>	BAI1-associated protein 2-like 2	-1.34	0.034
<i>Unc5b</i>	unc-5 homolog B (C. elegans)	-1.34	0.013
<i>Phgr1</i>	proline/histidine/glycine-rich 1	-1.34	0.022
<i>Adgrg7</i>	adhesion g protein-coupled receptor G7	-1.34	0.038
<i>Trpc5</i>	transient receptor potential cation channel, subfamily C, member 5	-1.34	0.018
<i>Spc25</i>	SPC25, NDC80 kinetochore complex component, homolog (S. cerevisiae)	-1.34	0.030
<i>Spata3</i>	spermatogenesis associated 3	-1.34	0.003
<i>Cdrt4</i>	CMT1A duplicated region transcript 4	-1.35	0.026
<i>Sh2d4b</i>	SH2 domain containing 4B	-1.35	0.030
<i>Olf107</i>	olfactory receptor 107	-1.35	0.030
<i>Gabrb3</i>	gamma-aminobutyric acid (GABA) A receptor, subunit beta 3	-1.35	0.043
<i>Gemin6</i>	gem (nuclear organelle) associated protein 6	-1.35	0.018
<i>Olf1449</i>	olfactory receptor 1449	-1.35	0.034
<i>Cyp2t4</i>	cytochrome P450, family 2, subfamily t, polypeptide 4	-1.35	0.048
<i>Fbxo27</i>	F-box protein 27	-1.35	0.023
<i>Gm20888</i>	predicted gene, 20888 (Source:MGI Symbol;Acc:MGI:5434244)	-1.35	0.048
<i>Timeless</i>	timeless circadian clock 1	-1.35	0.013
<i>Gm11564</i>	predicted gene 11564	-1.35	0.001
<i>Cdh20</i>	cadherin 20	-1.36	0.012
<i>Fam110c</i>	family with sequence similarity 110, member C	-1.36	0.015
<i>Olf715</i>	olfactory receptor 715	-1.36	0.036
<i>Defb29</i>	defensin beta 29	-1.36	0.002
<i>Vmn1r79</i>	vomeroneural 1 receptor 79	-1.36	0.024
<i>Smim1</i>	small integral membrane protein 1	-1.36	0.010
<i>Gm9696</i>	arylacetamide deacetylase-like 2 pseudogene	-1.36	0.041
<i>Gm6377</i>	predicted gene 6377	-1.36	0.033
<i>Gm15128</i>	predicted gene 15128	-1.36	0.003

<i>Olfr221</i>	olfactory receptor 221	-1.37	0.003
<i>Tbxa2r</i>	thromboxane A2 receptor	-1.37	0.023
<i>Fgf21</i>	fibroblast growth factor 21	-1.37	0.035
<i>Nin</i>	ninein	-1.37	0.036
<i>Vmn1r33</i>	vomeroneasal 1 receptor 33	-1.37	0.033
<i>Olfr730</i>	olfactory receptor 730	-1.37	0.041
<i>Cnrip1</i>	cannabinoid receptor interacting protein 1	-1.37	0.036
<i>Msantd1</i>	Myb/SANT-like DNA-binding domain containing 1	-1.37	0.017
<i>Olfr410</i>	olfactory receptor 410	-1.37	0.010
<i>Olfr1215</i>	olfactory receptor 1215	-1.37	0.029
<i>Gzmd</i>	granzyme D	-1.37	0.036
<i>Gm20937</i>	predicted gene, 20937 (Source:MGI Symbol;Acc:MGI:5434293)	-1.38	0.012
<i>Gabra3</i>	gamma-aminobutyric acid (GABA) A receptor, subunit alpha 3	-1.38	0.035
<i>S100g</i>	S100 calcium binding protein g	-1.38	0.039
<i>Chil1</i>	chitinase-like 1	-1.38	0.010
<i>Dsc1</i>	desmocollin 1	-1.38	0.011
<i>Gpr65</i>	G-protein coupled receptor 65	-1.38	0.039
<i>Gm9513</i>	predicted gene 9513	-1.38	0.041
<i>Gucy1a2</i>	guanylate cyclase 1, soluble, alpha 2	-1.38	0.040
<i>Gm8890</i>	predicted gene 8890 (Source:MGI Symbol;Acc:MGI:3779817)	-1.38	0.045
<i>Tmem145</i>	transmembrane protein 145	-1.38	0.017
<i>Slc24a1</i>	solute carrier family 24 (sodium/potassium/calcium exchanger), member 1	-1.38	0.003
<i>Gm17449</i>	predicted gene, 17449 (Source:MGI Symbol;Acc:MGI:4937083)	-1.38	0.017
<i>LOC100040054</i>	PREDICTED: X-linked lymphocyte-regulated protein PM1-like, transcript variant 1 (LOC100040054)	-1.38	0.008
<i>Vmn2r86</i>	vomeroneasal 2, receptor 86	-1.39	0.033
<i>St8sia4</i>	ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 4	-1.39	0.004
<i>Awat1</i>	acyl-CoA wax alcohol acyltransferase 1	-1.39	0.030
<i>Kifc3</i>	kinesin family member C3	-1.39	0.012
<i>Osgin1</i>	oxidative stress induced growth inhibitor 1	-1.40	0.016
<i>Shf</i>	Src homology 2 domain containing F	-1.40	0.013
<i>Gck</i>	glucokinase	-1.40	0.002
<i>Bpifb9a</i>	BPI fold containing family B, member 9A	-1.40	0.035
<i>Zfp648</i>	zinc finger protein 648	-1.40	0.004
<i>Gm10486</i>	predicted gene 10486	-1.40	0.022
<i>Sult2a1</i>	sulfotransferase family 2A, dehydroepiandrosterone (DHEA)-preferring, member 1	-1.40	0.022
<i>Tacr1</i>	tachykinin receptor 1	-1.40	0.011
<i>Rgs18</i>	regulator of G-protein signaling 18	-1.40	0.013
<i>Ccdc25</i>	coiled-coil domain containing 25	-1.40	0.046
<i>Tgif2lx2</i>	TGFB-induced factor homeobox 2-like, X-linked 2	-1.41	0.038
<i>Hapln3</i>	hyaluronan and proteoglycan link protein 3	-1.41	0.012
<i>Cd200r2</i>	Cd200 receptor 2	-1.41	0.015
<i>Sema3e</i>	sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3E	-1.41	0.026
<i>Vmn2r118</i>	vomeroneasal 2, receptor 118	-1.41	0.016

<i>Olfr765</i>	olfactory receptor 765	-1.41	0.018
<i>Klhl5</i>	kelch-like 5	-1.41	0.003
<i>4921504E06Rik</i>	RIKEN cDNA 4921504E06 gene	-1.41	0.025
<i>Obp2a</i>	odorant binding protein 2A	-1.41	0.030
<i>Esp16</i>	exocrine gland secreted peptide 16	-1.41	0.003
<i>Fntb</i>	farnesyltransferase, CAAX box, beta	-1.41	0.023
<i>Vmn2r22</i>	vomer nasal 2, receptor 22	-1.41	0.003
<i>1700012B07Rik</i>	RIKEN cDNA 1700012B07 gene	-1.41	0.001
<i>Olfr1328</i>	olfactory receptor 1328	-1.41	0.029
<i>Olfr1086</i>	olfactory receptor 1086	-1.41	0.032
<i>Efcab10</i>	EF-hand calcium binding domain 10	-1.41	0.021
<i>Patl2</i>	protein associated with topoisomerase II homolog 2 (yeast)	-1.41	0.006
<i>Vmn1r169</i>	vomer nasal 1 receptor 169	-1.41	0.027
<i>Vmn1r18</i>	vomer nasal 1 receptor 18	-1.42	0.018
<i>Pask</i>	PAS domain containing serine/threonine kinase	-1.42	0.023
<i>Zfp354b</i>	zinc finger protein 354B	-1.42	0.010
<i>B3glct</i>	beta-3-glucosyltransferase	-1.42	0.014
<i>Gm16405</i>	predicted gene 16405	-1.42	0.031
<i>Mrgpra1</i>	MAS-related GPR, member A1	-1.42	0.004
<i>4933427E11Rik</i>	RIKEN cDNA 4933427E11 gene	-1.42	0.001
<i>Sprr1b</i>	small proline-rich protein 1B	-1.42	0.040
<i>Gp1ba</i>	glycoprotein 1b, alpha polypeptide	-1.42	0.038
<i>Olfr385</i>	olfactory receptor 385	-1.42	0.041
<i>Vmn2r27</i>	vomer nasal 2, receptor 27	-1.43	0.043
<i>Lrriq4</i>	leucine-rich repeats and IQ motif containing 4	-1.43	0.014
<i>Spata31d1a</i>	spermatogenesis associated 31 subfamily D, member 1A	-1.43	0.008
<i>Wfdc17</i>	WAP four-disulfide core domain 17	-1.43	0.009
<i>Cdh7</i>	cadherin 7, type 2	-1.43	0.010
<i>Prtg</i>	protogenin homolog (Gallus gallus)	-1.43	0.036
<i>Olfr725</i>	olfactory receptor 725	-1.43	0.022
<i>Fcer2a</i>	Fc receptor, IgE, low affinity II, alpha polypeptide	-1.43	0.014
<i>Slc1a7</i>	solute carrier family 1 (glutamate transporter), member 7	-1.44	0.004
<i>BC048671</i>	cDNA sequence BC048671	-1.44	0.003
<i>Hivp3</i>	human immunodeficiency virus type I enhancer binding protein 3	-1.44	0.030
<i>Olfr924</i>	olfactory receptor 924	-1.44	0.010
<i>Adam6a</i>	a disintegrin and metalloproteinase domain 6A	-1.44	0.021
<i>Rgs5</i>	regulator of G-protein signaling 5	-1.44	0.032
<i>Tmem253</i>	transmembrane protein 253	-1.44	0.014
<i>Ear7</i>	eosinophil-associated, ribonuclease A family, member 7	-1.44	0.022
<i>Tmem169</i>	transmembrane protein 169	-1.45	0.006
<i>Olfr1283</i>	olfactory receptor 1283	-1.45	0.031
<i>Olfr549</i>	olfactory receptor 549	-1.45	0.013
<i>Ces3a</i>	carboxylesterase 3A	-1.45	0.038
<i>2610524H06Rik</i>	RIKEN cDNA 2610524H06 gene	-1.45	0.017
<i>4930595M18Rik</i>	RIKEN cDNA 4930595M18 gene	-1.46	0.044
<i>1700008O03Rik</i>	RIKEN cDNA 1700008O03 gene	-1.46	0.003

<i>Pmel</i>	premelanosome protein	-1.47	0.033
<i>Gm16493</i>	predicted gene 16493	-1.47	0.005
<i>Cfap73</i>	cilia and flagella associated protein 73	-1.47	0.031
<i>Lep</i>	leptin	-1.47	0.006
<i>Olfr1294</i>	olfactory receptor 1294	-1.47	0.036
<i>Cyp3a44</i>	cytochrome P450, family 3, subfamily a, polypeptide 44	-1.47	0.015
<i>Tnn</i>	tenascin N	-1.47	0.013
<i>Lpar2</i>	lysophosphatidic acid receptor 2	-1.48	0.006
<i>Esrp2</i>	epithelial splicing regulatory protein 2	-1.48	0.007
<i>Slc39a12</i>	solute carrier family 39 (zinc transporter), member 12	-1.48	0.025
<i>Pgf</i>	placental growth factor	-1.48	0.033
<i>Kcnmb2</i>	potassium large conductance calcium-activated channel, subfamily M, beta member 2	-1.49	0.006
<i>Lgi2</i>	leucine-rich repeat LGI family, member 2	-1.49	0.044
<i>Gm15299</i>	predicted pseudogene 15299	-1.49	0.026
<i>Rab31</i>	RAB31, member RAS oncogene family	-1.49	0.034
<i>Gm8922</i>	predicted gene 8922 (Source:MGI Symbol;Acc:MGI:3779821)	-1.50	0.018
<i>Olfr1276</i>	olfactory receptor 1276	-1.50	0.012
<i>LOC100045026</i>	butyrophilin-like	-1.51	0.016
<i>Gm10283</i>	predicted gene 10283 (Source:MGI Symbol;Acc:MGI:3647628)	-1.51	0.025
<i>Serpinb9b</i>	serine (or cysteine) peptidase inhibitor, clade B, member 9b	-1.51	0.004
<i>Lyzl6</i>	lysozyme-like 6	-1.51	0.006
<i>Btg1-ps1</i>	B cell translocation gene 1, anti-proliferative, pseudogene 1	-1.52	0.022
<i>Tmem45b</i>	transmembrane protein 45b	-1.52	0.011
<i>Vmn1r167</i>	vomerolateral 1 receptor 167	-1.52	0.008
<i>Gm21907</i>	predicted gene, 21907	-1.52	0.001
<i>Gm21915</i>	predicted gene, 21915 (Source:MGI Symbol;Acc:MGI:5434079)	-1.53	0.016
<i>Olfr958</i>	olfactory receptor 958	-1.53	0.049
<i>Mrc2</i>	mannose receptor, C type 2	-1.54	0.025
<i>Lrrc17</i>	leucine rich repeat containing 17	-1.54	0.011
<i>Cntn5</i>	contactin 5	-1.56	0.007
<i>Gm8653</i>	predicted gene 8653	-1.57	0.035
<i>Lst1</i>	leukocyte specific transcript 1	-1.58	0.004
<i>Olfr141</i>	olfactory receptor 141	-1.60	0.003
<i>Fbxl12os</i>	F-box and leucine-rich repeat protein 12, opposite strand	-1.60	0.016
<i>Mageb16</i>	melanoma antigen family B, 16	-1.62	0.026
<i>Olfr1474</i>	olfactory receptor 1474	-1.64	0.037
<i>Olfr384</i>	olfactory receptor 384	-1.66	0.006
<i>Ric3</i>	resistance to inhibitors of cholinesterase 3 homolog (C. elegans)	-1.67	0.013
<i>Lipi</i>	lipase, member I	-1.71	0.002

FC was calculated from n = 6 microarrays/group

How the deposited data were processed for this re-analysis (not part of the article)

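The study fed adult male C57BL/6J mice diets with 0.3% (P0.3) or 1.2% (P1.2) phosphorus for 6 weeks. RNA of the M. gastrocnemius of 6 mice per diet was hybridized to Clariom S mouse arrays, with 1 array per mouse and no pooling. The authors computed signals per transcript with the GCCN-SST-RMA algorithm in Expression Console (version 1.4). The deposited table holds log2 signals of 22206 transcripts on 12 arrays, the group means and their difference on the log2 scale, a signed fold change and an unadjusted p-value of Student's test with equal variances, all made by the authors. The second deposited table holds the same log2 signals rounded to 2 decimals. The authors' fold changes and p-values were recomputed from the signals to within 1e-06 for all transcripts. All columns of values belong to a known sample, and the sample labels give the diet of each.

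The log2 signals were used as deposited. Each transcript was tested with limma (version 3.58.1, lmFit and eBayes without trend, in R version 4.3.3), P1.2 minus P0.3, and p was adjusted after Benjamini and Hochberg over all 22206 transcripts. The study's criteria are a fold change over 1.3 in size and an unadjusted p under 0.05. The methods' test in the text is the authors' test of Student on log2 signals. A gene's call is said to be lost without an array where its unadjusted limma p is then 0.05 or more. The log2 of the fold change threshold is 0.38, and genes close to it can fall below it without an array while the p stays under 0.05. For single genes and means of lists, a two-sided exact permutation test over the 924 splits of 12 arrays into 6 and 6 was run, whose smallest p is 0.0022. A gene with more than 1 transcript cluster is represented by the cluster with the highest mean. There were 24 gene lists and 15 lists of cell type markers. They were written before the data were examined but after the paper's Table S4 had been read. Members that stand in that table were known, so counts of called members and list tests are not fully independent of these data. The lists were tested with camera at a preset correlation of 0.01 and adjusted over the 39 lists. GO terms in the array table with 10 to 2000 genes, and the terms of the paper's Figures 4 and 5, were tested with a one-sided Fisher's exact test. This test takes genes as independent, so its p does not measure the spread between mice. The KEGG pathways were not analysed here. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The steps were tested on simulated data with known changes and with noise that was independent between transcripts, unlike the real signals. There, limma found 15 of 50 transcripts changed 1.3-fold, 38 of 50 changed 1.5-fold and 50 of 50 changed 2-fold at the study's criteria. It also called 735 of 21966 unchanged ones.

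Apart from some results that are not reported here, the text names every gene that the paper names for this experiment or lists in Table S3. It also names, from the transcripts at the study's criteria whose groups do not overlap, the 10 higher and the 10 lower ones with the smallest limma p. The 10 transcripts with the largest fold change, and of each list the 3 members with the smallest limma p under 0.05, complete the rule. This gave 101 genes, and the values of the genes in the paper's tables had been seen. Other genes in the text are members of GO terms or lists and were chosen after their values were seen.

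Alternatives set before the data were examined were the methods' test, a test with unequal variances, limma with a robust and trended prior or with array weights, quantile normalization, centring each array on its median, the rounded table, fold changes of unlogged signals, filters on dim transcripts, 1 row per gene symbol, the mean of slow fibre genes or of adipocyte markers as a covariate, and leaving out each array in turn. For lists, camera with an estimated correlation, fry and the mean of all clusters were run. For GO terms, the EASE score, a background above the median signal and the list of the methods' test were run. A filter on detection p-values was not run, because the files hold none. Fits without both P1.2 arrays 6 and 12, and without P0.3 arrays 9 and 11 and P1.2 array 12, were added after the values were seen. From these fits only counts are reported, since the arrays were chosen by the values of single genes and lists. Combining the methods' list with the EASE score was also added after the data were seen. The regrouping of arrays drew 100 of the 462 distinct splits, and for GO terms the lower p of both directions was taken, which was decided after a first look.

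No count of reads or molecules lies behind an array value, and the number of arrays limits the precision. The brightest transcripts stand at 19.93, and 17 transcripts reach it on at least 1 array. The genome build of the annotation is not named in the files, so no coordinates are printed. The lipid, qPCR and protein measurements of the study were not analysed here.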

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

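All tests of explanations in this part, and the 3 log2 units used below, were chosen only after the results were seen.

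The metallothionein gene Mt2, which answers to glucocorticoids and metals, had a log2 signal of 16.68 on P1.2 replicate 6 and 15.73 on P1.2 replicate 12, against at most 10.90 on the P0.3 arrays, and 3 of 6 P1.2 arrays lay above the P0.3 mean. Arrdc2, a glucocorticoid-induced gene, stood at 10.47 on P1.2 replicate 6 against at most 6.56 in the P0.3 group, and the neutrophil gene S100a8 at 8.53 on P1.2 replicate 2 against at most 5.15. These are the 3 genes outside those the paper discusses with a P1.2 array more than 3 log2 units above every P0.3 array. P0.3 arrays far above every P1.2 array were not searched for. Egr1, for one, reached 13.05 in the P0.3 group against at most 9.93 in the P1.2 group. S100a8 was chosen after its values were seen.

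A single array stood apart from the other 5 of its group for 23 of 278 groups tested by Dixon's test, and chance gives about 1 in 20. On P1.2 replicate 6 these were Arhgap26 at 12.77 and Foxo1 at 9.04, and on P1.2 replicate 2 Gm11564, which GO places in keratin filaments, at 6.44 and the mean of the neutrophil markers at 5.54. On P1.2 replicate 4 they were Fgf21 at 5.05, Gm21887 at 7.41, Myc at 7.42, Olfr1474 at 6.41, the ribosomal protein gene Rpl22 at 13.46, and the means of the integrated stress response genes at 8.83, the satellite cell markers at 7.39 and the B cell markers at 5.02. In the P0.3 group they were Ddias at 4.13 and Prkra at 6.20 on replicate 1, Gm15128 at 4.91 and Klhl38 at 13.41 on replicate 3, Pik3ip1 at 11.00 on replicate 5, Clec4a2 at 3.66 and Stbd1 at 6.50 on replicate 7, Cdh6 at 4.80 and Isg15 at 5.24 on replicate 9, and Fbxl12os at 5.44 and Gpam at 15.17 on replicate 11.

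Glucocorticoid response genes, 20 in a list set before the data were examined, had means of 10.67 ± 0.17 (SD, n = 6) in the P0.3 group and 11.08 ± 0.63 (SD, n = 6) in the P1.2 group, with 12.03 on P1.2 replicate 6 and 11.63 on P1.2 replicate 12 (camera, adjusted p = 0.00013, and adjusted p = 0.80 with an estimated correlation; exact permutation test of the mean, p = 0.175). Of its members 18 had a positive fold change, 2 were called higher, and 0 passed when adjusted over the list alone. The list stayed called without each array, at adjusted p values of 3.4e-07 to 0.027. Leaving out 1 array always keeps P1.2 replicate 6 or 12 in, so this does not show that the call holds without both. The medians of P1.2 replicates 6 and 12 lay within 0.019 of the median of the other arrays, so no shift of these whole arrays was left after normalization. Since normalization itself brings medians together, this cannot decide on a fault of these arrays before it. An effect of the diet on every mouse stays open: 5 of 6 P1.2 arrays lay above the P0.3 mean, but only 3 above the highest P0.3 array at 10.92, and the bound of 5 was set after the values were seen. Stress at handling or the hour of sampling may differ between mice as well and was not tested.

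More transcripts were lower than higher at the study's criteria, 59.8% of 507, and receptor genes such as Olfr141 and Vmn2r22 were among the lower ones. After quantile normalization 47.0% were lower, so a difference in the spread of signals between arrays may account for the excess. In a separate limma fit of only the transcripts above the median signal, 31.9% of those at the study's criteria were lower. Dim transcripts near the background may thus account for the excess too. Whether the diet lowers dim transcripts in muscle stays open as well.

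Slow fibre genes such as Myh7 spread over 3.89 log2 units in their mean between arrays. The medians of the arrays ranged over 0.11, or 0.028 of that, so no shift of whole arrays of this size was left after normalization. Since normalization itself brings medians together, this cannot decide on differences between arrays before it. The diets differed by 0.039 of the SD within the diets, 1.42, which argues against the diet as the source of the spread. Within the diets the median pairwise correlation of the 20 genes was 0.86, so the fibre composition of the piece of muscle on each array may be the source, whether by dissection or by mouse.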

How the results depend on the processing

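The covariate, filter and normalization alternatives were set before the data were examined; the fits without P1.2 arrays 6 and 12 and without P0.3 arrays 9 and 11 and P1.2 array 12, and the methods' list with the EASE score, were chosen only after the results were seen. A filter on detection p-values was not run, since the files hold none. Transcripts at an adjusted p under 0.05 stayed 0 in every fit (limma, 722 at an unadjusted p under 0.05; methods' test, 810). Of 2413 values of 100 named genes under the alternatives, 2202 kept direction and side of an unadjusted p of 0.05, 180 were no longer and 26 newly under it, and 5 turned, Myh7 in 4 (-0.99 without P1.2 replicate 12 to 0.36 without P0.3 replicate 9) and Ppargc1a in 1 (-0.02 without P1.2 replicate 12 to 0.26 without P0.3 replicate 11). Counts at the study's criteria, higher and lower: 134 higher by the Welch test; 98 and 46 above the median signal and 104 and 66 above the olfactory receptor limit, where fewer transcripts are tested; 29 and 29 over a 1.5-fold change, by construction; 357 higher without P0.3 arrays 9 and 11 and P1.2 array 12; leaving out 1 array, 195 (P1.2 replicate 6) to 323 (P1.2 replicate 4) and 284 (P0.3 replicate 7) to 478 (P1.2 replicate 4), with 455 without P0.3 replicate 1. Against 9 gene lists called, all higher, there were 5 (higher) with quantile normalization, 5 (4 higher, 1 lower) above the median signal, 5 (4 higher, 1 lower) above the olfactory receptor limit, 5 (2 higher, 3 lower) without P1.2 arrays 6 and 12, 0 by camera with an estimated correlation, 0 by fry, and 4 (P0.3 replicate 5, higher; P1.2 replicate 12, 3 higher, 1 lower) to 13 (P1.2 replicate 4; 12 higher, 1 lower) leaving out 1 array. GO terms at an unadjusted p under 0.05, higher: 9 by EASE score, 45 with the background above the median signal, 55 with the methods' list, 10 with that list and EASE score; lower: 20 by EASE score and 19 with the methods' list and EASE score. GO terms at an adjusted p under 0.05, lower: 0 with the background above the median signal, 4 with the methods' list, 4 with that list and EASE score. β-oxidation was no longer called with quantile normalization (0.183), above the median signal (0.090), above the olfactory receptor limit (0.072), with an estimated correlation (0.810) and by fry (0.974), with 4.3e-06 (without P0.3 replicate 11) to 0.441 (without P0.3 replicate 7) leaving out 1 array; oxidative phosphorylation likewise at 0.200, 0.112, 0.105, 0.897 and 0.974, with 1.1e-07 (P0.3 replicate 9) to 0.651 (P0.3 replicate 5). Lists that turned sign, none called, by adjusted p: with quantile normalization phospholipid metabolism 0.978, integrated stress response 0.780, circadian clock 0.780, skin 0.978; with median centring clock 0.917; above the median signal fast fibre 0.868, stress response 0.797, platelet 0.797; above the olfactory receptor limit fast fibre 0.921, phospholipid 0.939, stress response 0.786; with array weights immediate early 0.977, clock 0.998, tenocyte 0.903; with the adipocyte covariate fatty acid synthesis 0.944, immediate early 0.992, erythroid 0.944, tenocyte 0.978; by the methods' test clock 0.985; by fry stress response 0.974, clock 0.974. Ranges leaving out 1 array where a call or sign changed: slow fibre 0.016 to 0.906, fast fibre 0.554 to 0.975, fatty acid synthesis 0.169 to 0.881, PI3K-AKT families 0.331 to 0.978, phospholipid 0.303 to 0.995, stress response 0.261 to 0.981, immediate early 0.223 to 0.975, clock 0.399 to 0.995, adipocyte 0.017 to 0.881, endothelial 0.227 to 0.973, fibroblast 0.00057 to 0.969, smooth muscle 0.450 to 0.981, erythroid 0.425 to 0.927, tenocyte 0.123 to 0.990, skin 0.491 to 0.994. Where no construction is named, the cause was not tested. Dim signals limit the arrays: 250 of 303 lower transcripts lie below the median signal.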

Differences from the paper's values

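A count is taken to differ where one value is more than 1.5 times the other, and a fold change where the signs differ or the log2 values differ by more than the SD between arrays.

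For the biological process terms of the up-regulated transcripts the paper's value is 11 and the value here 59 (EASE score 6, background above the median signal 34, the methods' list 30, all of which differ as well). The methods' list with the EASE score, chosen after the values were seen, gave 4. For the down-regulated transcripts the paper's value is 18 and the value here 37; with the background above the median signal it is 21, within 1.5 times, while the EASE score (11) and the methods' list (32) differ, and the methods' list with the EASE score, chosen after the values were seen, gave 11.

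For Myh7 on the arrays the paper's fold change is 1.24 and the value here -1.21, which is also the value in the authors' deposited table. Of the alternatives set before the data were examined, it no longer differs without P0.3 replicate 9 (1.29), P0.3 replicate 11 (1.25), P1.2 replicate 4 (1.08) or P1.2 replicate 10 (1.21), and it differs under all others. For Myh2 and Myh1 the paper's fold changes are 1.27 and 1.03, and the values here and in the authors' deposited table 1.43 and 1.33, which differ by less than the SD between arrays.

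For signal transduction among the down-regulated transcripts the paper's value is about 25 genes in Fig. 5, read by eye, and the value here 74 (EASE score 74, background above the median signal 7, the methods' list 51, all of which differ). For meiotic cell cycle it is about 7 in Fig. 5, read by eye, and here 0 by Fisher's exact test, with 0 under each of these 3 alternatives. For plasma membrane it is about 61 in Fig. 5, read by eye, and here 93 (EASE score 93 and background above the median signal 16 differ, the methods' list with 62 does not).

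The paper describes a limited number of transcripts past a false discovery threshold; with limma 0 passed here, with 722 at an unadjusted p under 0.05, and by the methods' test 0 passed, with 810. The paper announces 10 most up-regulated transcripts and its text lists 9. In the paper's Table S3, 11 of 12 transcripts have the same sign on the arrays here as in the paper's qPCR, all but Gdap10, where the paper's text counts 10. Cxcl13 was also over 2-fold higher here at the study's criteria with limma, while the paper names Chac1 and Arhgap26; by the methods' test Cxcl13 does not pass.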

Other observations

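Among the tests of other splits of the arrays below, the one on GO terms at an unadjusted p was planned; the others, the permutation tests with the slow fibre mean as a covariate and the test on adipocyte markers were chosen only after the results were seen.

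Genes of muscle atrophy and proteolysis, 31 in the list, had means of 11.51 ± 0.06 (SD, n = 6) in the P0.3 group and 11.75 ± 0.27 (SD, n = 6) in the P1.2 group, with 24 positive fold changes and 3 called higher (camera, adjusted p = 0.00032, and adjusted p = 0.27 with an estimated correlation; exact permutation test of the mean, unadjusted p = 0.045). This exact p was the lowest among the means of all 39 lists and was not adjusted for their number. P1.2 replicates 6 and 12 stood highest, at 12.16 and 11.95, as they did for the glucocorticoid response genes. Both lists hold Fbxo32, Trim63, Mt1, Mt2, Cdkn1a and Ddit4, so this likeness is partly built in. Klhl38, a muscle gene of the atrophy list, was higher by 0.62 (exact permutation test, p = 0.041) with P0.3 replicate 3 apart. Cytosolic ribosomal protein genes had 70 of 74 positive and 0 called (camera, adjusted p = 3.6e-06, and adjusted p = 0.80 with an estimated correlation; exact permutation test of the mean, p = 0.294). Both lists stayed called without each array, but for the atrophy list this always keeps P1.2 replicate 6 or 12 in. Interferon response genes had 19 of 30 positive and 1 called, Dtx3l (camera, adjusted p = 0.012, and adjusted p = 0.80 with an estimated correlation; exact permutation test of the mean, p = 0.262), and lost the call without P0.3 replicate 5 (0.221) or P1.2 replicate 12 (0.282), above the median signal (0.105) and above the olfactory receptor limit (0.108). Macrophage markers had 4 of 19 called higher and 1 lower (camera, adjusted p = 0.016, and adjusted p = 0.80 with an estimated correlation; exact permutation test of the mean, p = 0.307), lost the call without P0.3 replicate 1 (0.125), P0.3 replicate 5 (0.101), P1.2 replicate 6 (0.183) or P1.2 replicate 12 (0.595), above the median signal (0.148), above the olfactory receptor limit (0.203) and with the adipocyte covariate (0.147), and Clec4a2 passed when adjusted over the list alone. In the other 3 lists 0 passed with limma when adjusted over the list alone. All called macrophage markers, Clec4a2 among them, stand in the paper's Table S4, which had been read before the list was written. Their count, the call of the macrophage list and the pass of Clec4a2 are thus not independent evidence. Klhl38 and Gadd45a, called in the atrophy list, and Dtx3l of the interferon list stand in that table as well. The counts of those lists are thus not fully independent either.

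Target genes of PPAR and PGC-1alpha, 32 in the list, had 1 higher, Acot1, and 1 lower, Fgf21 (camera, adjusted p = 0.083), and the list was called higher without P0.3 replicate 9 (0.00061), P0.3 replicate 11 (6.5e-05), P1.2 replicate 4 (0.0086), P1.2 replicate 8 (0.029) or P1.2 replicate 10 (0.012), and with array weights (0.027), all at the preset correlation; with an estimated one the adjusted p was 0.88. With the slow fibre mean as a covariate the list was called higher by camera at the preset correlation (adjusted p = 0.0041), while the diet coefficient of its mean was 0.16 (exact permutation test, p = 0.074, adjusted p = 0.221 over 9 measures), so the diet at a given slow fibre content cannot be told apart from chance at 6 arrays per diet. With the same covariate Lpl had a diet coefficient of 0.65 (exact permutation test, p = 0.028, adjusted p = 0.221) and Pdk4 one of 1.07 (exact permutation test, p = 0.056, adjusted p = 0.221); the other 6 measures were β-oxidation (0.09, p = 0.175 by the exact test), fatty acid uptake (0.10, p = 0.212 by the exact test), oxidative phosphorylation (0.07, p = 0.442 by the exact test), the tricarboxylic acid cycle (0.11, p = 0.139 by the exact test), Ppargc1a (0.12, p = 0.255 by the exact test) and Myh2 (0.46, p = 0.123 by the exact test), and none of the 9 had an adjusted p under 0.05, while camera at the preset correlation called β-oxidation (adjusted p = 0.0041), oxidative phosphorylation (adjusted p = 0.0046) and the tricarboxylic acid cycle (adjusted p = 0.012) with this covariate. With an estimated correlation (0.34, 0.52 and 0.45) and no covariate, these 3 lists were not called, at adjusted p values of 0.81, 0.90 and 0.88. Pdk4, which slows glucose oxidation, had 14.50 ± 1.62 (SD, n = 6) in the P0.3 group and 15.62 ± 0.65 (SD, n = 6) in the P1.2 group (exact permutation test, p = 0.162). Its unadjusted limma p fell under 0.05 without P0.3 replicate 9 (log2 fold change 1.49), P0.3 replicate 11 (1.55) or P1.2 replicate 4 (1.36). Lpl was higher by 0.72 without the covariate (exact permutation test, p = 0.506), by 0.26 without P0.3 replicate 7 and by 1.25 without P0.3 replicate 9. Foxo1 was higher by 0.57 (p = 0.082 by the exact test) with P1.2 replicate 6 apart, and by 0.24 without it. Ppargc1a was higher by 0.14 (exact permutation test, p = 0.634). Fgf21, a dim transcript, had -0.45 (exact permutation test, p = 0.052) with P1.2 replicate 4 apart, and lost its call without P0.3 replicate 3 (-0.38) or 11 (-0.39).

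Ppargc1a went with Myh7 over the 12 arrays (Pearson r = 0.93, permutation p = 2.0e-05, adjusted p = 8.0e-05; Spearman correlation 0.91, adjusted p = 0.00024), within the P0.3 group (r = 0.93, permutation p = 0.0083) and within the P1.2 group (r = 0.97, permutation p = 0.0028), and with r = 0.98 without the 2 arrays farthest from its median. With Myh2, r was 0.87 (permutation p = 0.00024, adjusted p = 0.00024), 0.92 and 0.84 within the groups, but Myh2 was at the top of the scale on P0.3 replicates 9 and 11 and P1.2 replicate 12, so these values rest in part on capped signals.

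The adipocyte hormone gene Lep was lower while the other 19 adipocyte markers had a mean difference of 0.13 and 5 negative fold changes (exact permutation test, p = 0.578), so that less fat tissue in the piece of muscle cannot be told apart from other explanations of the lower Lep at this number of arrays.

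Of the other lists, none was called on all 12 arrays (camera, adjusted p in brackets), and 0 members passed when adjusted over the list alone with limma except Slc2a12 in glycolysis. Members called higher and lower were: fatty acid uptake 0 and 1 of 31 (0.283), fatty acid synthesis 2 and 0 of 20 (0.669), glycolysis and glycogen 2 and 1 of 38 (0.283), insulin and AKT core 4 and 0 of 42 (0.366), phosphate, calcium and vitamin D 0 and 1 of 28 (0.366), integrated stress response 2 and 1 of 42 (0.878), immediate early genes 1 and 0 of 28 (0.878), circadian clock 0 and 1 of 21 (0.928), neuromuscular junction 2 and 1 of 21 (0.366). Among cell type markers they were: brown adipocyte 0 and 0 of 10 (0.420), endothelial 0 and 0 of 17 (0.878), fibroblast 0 and 0 of 16 (0.734), smooth muscle 0 and 1 of 15 (0.716), satellite cell 0 and 0 of 12 (0.309), neutrophil 0 and 2 of 13 (0.669), B cell 0 and 2 of 10 (0.307), T and NK cell 0 and 1 of 14 (0.528), erythroid 0 and 0 of 11 (0.898), platelet 0 and 2 of 10 (0.366), Schwann cell 0 and 0 of 14 (0.366), tenocyte 0 and 0 of 10 (0.771), skin 1 and 1 of 14 (0.771). Fatty acid uptake was called higher without P0.3 replicate 9 (0.0089), P0.3 replicate 11 (0.0073) or P1.2 replicate 4 (0.015) and with the slow fibre covariate (0.043), satellite cell higher without P1.2 replicate 4 (0.028), and fibroblast lower without P1.2 replicate 12 (0.00057), all at the preset correlation; with an estimated one the adjusted p on all 12 arrays was 0.90, 0.81 and 0.96.

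Of 100 splits of the 12 arrays drawn from 462, the real one included, 77 gave as many transcripts at the study's criteria as the real 507 (highest other 2621), 72 as many by the methods' test as 364 (highest other 2063), 48 as many lists called as 9 (highest other 22), 79 as many GO terms at an unadjusted p under 0.05 as 143 (highest other 790), 40 as many at an adjusted p under 0.05 as 12 (highest other 189), and 25 as low a p for mitochondrion as 0.00068 (lowest other 1.1e-43), so chance is not excluded for these. For transcripts at an adjusted p under 0.05 all 100 splits reach the real 0 by necessity (limma, 722 at an unadjusted p under 0.05 and 810 by the methods' test; highest other 15), so this decides nothing. For the Notch signaling pathway (p = 0.004 by Fisher's exact test, lowest other 0.0098) and signal transduction (p = 2.8e-13, lowest other 1.2e-12) it was 1 split, the real one, but the paper singled out both terms on these arrays in their real groups, so this cannot exclude chance. Splits with several times the real count point to a structure of the samples, and the first principal component follows the slow fibre genes.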
